# Effects of circadian clock disruption on gene expression and biological processes in* Aedes aegypti*

**DOI:** 10.1186/s12864-024-10078-8

**Published:** 2024-02-13

**Authors:** Vinaya Shetty, Zach N. Adelman, Michel A. Slotman

**Keywords:** *Aedes aegypti*, Circadian clock, Gene expression, Metabolic processes, Transcriptome, Rhythmic genes, Mosquitoes

## Abstract

**Background:**

This study explores the impact of disrupting the circadian clock through a *Cycle* gene knockout (KO) on the transcriptome of *Aedes aegypti* mosquitoes. The investigation aims to uncover the resulting alterations in gene expression patterns and physiological processes.

**Results:**

Transcriptome analysis was conducted on *Cyc* knockout (*AeCyc*^-/-^) and wild-type mosquitoes at four time points in a light-dark cycle. The study identified system-driven genes that exhibit rhythmic expression independently of the core clock machinery. *Cyc* disruption led to altered expression of essential clock genes, affecting metabolic processes, signaling pathways, stimulus responses and immune responses. Notably, gene ontology enrichment of odorant binding proteins, indicating the clock's role in sensory perception. The absence of *Cyc* also impacted various regulation of metabolic and cell cycle processes was observed in all time points.

**Conclusions:**

The intricate circadian regulation in *Ae. aegypti* encompasses both core clock-driven and system-driven genes. The KO of *Cyc* gene instigated extensive gene expression changes, impacting various processes, thereby potentially affecting cellular and metabolic functions, immune responses, and sensory perception. The circadian clock's multifaceted involvement in diverse biological processes, along with its role in the mosquito's daily rhythms, forms a nexus that influences the vector's capacity to transmit diseases. These insights shed light on the circadian clock's role in shaping mosquito biology and behavior, opening new avenues for innovative disease control strategies.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-024-10078-8.

## Background

The circadian clock is a conserved biological mechanism found in various organisms, including insects, that regulates the timing of physiological and behavioral processes [1]. The clock enables organisms to anticipate and adapt to cyclic environmental changes, thereby playing a crucial role in their survival and fitness. In insects, the circadian clock governs essential aspects of their biology, including feeding behavior, flight activity, mating, and vector competence [2]. Different species of mosquitoes exhibit distinct temporal patterns in their feeding behaviors, with some being predominantly active during the evening or night, while others are more active during the early morning or daytime [3].

The mosquito *Aedes aegypti* is the primary vector responsible for transmitting several arboviruses, including dengue, Zika, and chikungunya viruses [4, 5], displays specific temporal coordination of behaviors such as host-seeking, blood-feeding, and oviposition, which are tightly regulated by the circadian clock [6]. Studies have shown that *Aedes aegypti* mosquitoes are predominantly day-biting, with peak activity during the early morning and late afternoon [7]. The temporal synchronization of mosquito feeding patterns with the host's activity influences the efficiency of pathogen transmission. Perturbations in the circadian system could disrupt these behaviors and subsequently impact the transmission dynamics of mosquito-borne diseases [8]. Understanding the relevance of circadian rhythms to the temporal dynamics of mosquito species is crucial for comprehending their vector competence. Disruptions in the circadian clock may alter the timing of mosquito biting, affecting the transmission efficiency of pathogens due to mismatches in host availability and mosquito activity. Moreover, some mosquito species, such as Anopheles mosquitoes, which are vectors for malaria parasites, exhibit nocturnal feeding patterns [9, 10], further emphasizing the importance of circadian regulation in vector biology. In a previous study, we explored the consequences of disabling the circadian clock in *Ae. aegypti*, revealing significant effects on the mosquito's reproductive fitness, longevity, and feeding behavior [11]. Building upon these findings, our objective in this study was to investigate the impact of circadian clock disruption on gene expression profiles and underlying biological processes in *Ae. aegypti*. Thus, to achieve this, we performed RNA-seq on a *Cyc*^*-/-*^* Ae. aegypti* line (*AeCyc*^*-/-*^), lacking a functional circadian clock due to a mutation in the core clock gene. By comparing the transcriptomic profiles of *Cyc*^*-/-*^ mosquitoes with wild-type (WT) individuals under a light-dark (LD) cycle, we elucidated the intricate network of genes and pathways influenced by the absence of a functional circadian clock. Understanding the molecular mechanisms governing their circadian rhythm and related physiological processes may offer valuable insights into regulating mosquito biology, vector competence, and contribute to innovative strategies for controlling mosquito populations and curtailing mosquito-borne diseases.

## Results

### Transcriptome profiling and rhythmic differential gene expression analysis

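RNA from pools of 10 whole females of the Liverpool strain, collected 5 days after emergence at 27 °C under 12 h of light and 12 h of dark, was sequenced from the Cyc knockout (KO) line and from the wild type (WT), with 6 libraries in each of 8 groups. The authors deposited for each library the number of reads that HTSeq counted on each of 19804 gene identifiers, without normalization, after alignment with HISAT2 to the VectorBase genome AaegL5_2. The counts on genes per library lay in KO at ZT1 between 17018412 and 24770646 (median 20717514), in KO at ZT5 between 21583793 and 30691302 (median 28635619), in KO at ZT9 between 18563254 and 31985953 (median 27608576) and in KO at ZT13 between 10670669 and 29580968 (median 26674460.5). They lay in WT at ZT1 between 17518626 and 28562252 (median 25169473.5), in WT at ZT5 between 24267275 and 33232780 (median 28214765.5), in WT at ZT9 between 24037067 and 29580968 (median 26418708) and in WT at ZT13 between 15233447 and 27017019 (median 20480101.5). These totals leave out the 5 summary lines for reads placed on no gene. The library labelled KO ZT13 replicate 1 and the library labelled WT ZT9 replicate 2 held identical counts for every gene, so that 1 library carries 2 of the 48 labels. Each was kept as labelled in the values at the claims, and values without the library labelled KO ZT13 replicate 1 are given beside many of them. CPM below are counts scaled to library size. Counts were scaled with edgeR's TMM factors, genes with low counts were removed with filterByExpr, and KO was compared with WT at each time point by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with genes called at an adjusted p below 0.05. The standard error given with a log2 fold change is its absolute value over the square root of that test's F statistic. It is derived from the test and is not a separate estimate of spread.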

In this study, we conducted a transcriptomic analysis of the *Cyc*^-/-^ *Aedes aegypti* line and the wild-type control at four different time points in a LD cycle, namely ZT1 (7 AM), ZT5 (11 AM), ZT9 (3 PM), and ZT13 (7 PM), with six replicates at each time point, resulting in a total of 48 samples analyzed. 

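Over the 48 libraries the deposited files summed to 4465569006 reads and alignments, those placed on no gene included, of which 1197378454 were counted on genes. The total per library ran from 42134778 to 107066946, with a median of 94785609. Between 4.06% and 6.72% of a library's total was counted as not aligned. Between 25.6% and 55.5% was counted as aligned to more than 1 place, and these reads entered no gene count. Of the uniquely placed reads, between 45.7% and 47.4% fell on genes.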

We generated more than 503 millon 100-bp cDNA reads across eight experimental groups, successfully mapping over 94% of the reads to the *Ae. aegypti* genome (version: AaegL5_2) from Vectorbase (Supplementary file 1: Table S1). To visualize the level of variation in gene expression across different samples, we performed a principal component analysis (PCA) using the normalized gene counts of each sample at different time points in a LD cycle (Fig. 1). 

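Principal components were computed at each time point from log2 CPM (prior count 2) of the 500 most variable genes over the 12 libraries. The first component held 46.9% of the variance at ZT1, 43.1% at ZT5, 43.8% at ZT9 and 43.4% at ZT13. All 6 libraries labelled KO scored above all 6 WT libraries at each time point (exact permutation test of 6 against 6, two-sided, p = 0.00216, the smallest p this design allows). At ZT13 the KO scores ran from -12.4 to 24.1 and the WT scores from -15.0 to -12.8. The score of -12.4 belongs to the library labelled KO ZT13 replicate 1, and the other 5 KO libraries scored 15.9 or higher. With variance-stabilised counts the first component at ZT13 held 40.4%, and 5 KO libraries scored above all WT libraries (exact permutation p = 0.00649).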

The first component (PC1) accounted for 35.3% (ZT1), 30.1% (ZT5), 32.5% (ZT9), and 29.2% (ZT13) of the variance in gene expression, effectively separating *Cyc*^*-/-*^ from WT *Ae. aegypti* samples. The second component (PC2) accounted for 18.7% (ZT1), 15.8% (ZT5), 18.7% (ZT9), and 21.1% (ZT13) of the variance and reflected differences between *Cyc*^*-/-*^ and WT samples.

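On the same scale the second component held 10.0% of the variance at ZT1, 8.76% at ZT5, 11.5% at ZT9 and 10.5% at ZT13. With variance-stabilised counts it held 12.1%, 12.9%, 13.8% and 16.2%. Its scores are uncorrelated with those of the first component by construction, and the first component already separates the genotypes, so that a test of KO against WT on the second component is not informative and none is reported.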

**Fig. 1:**
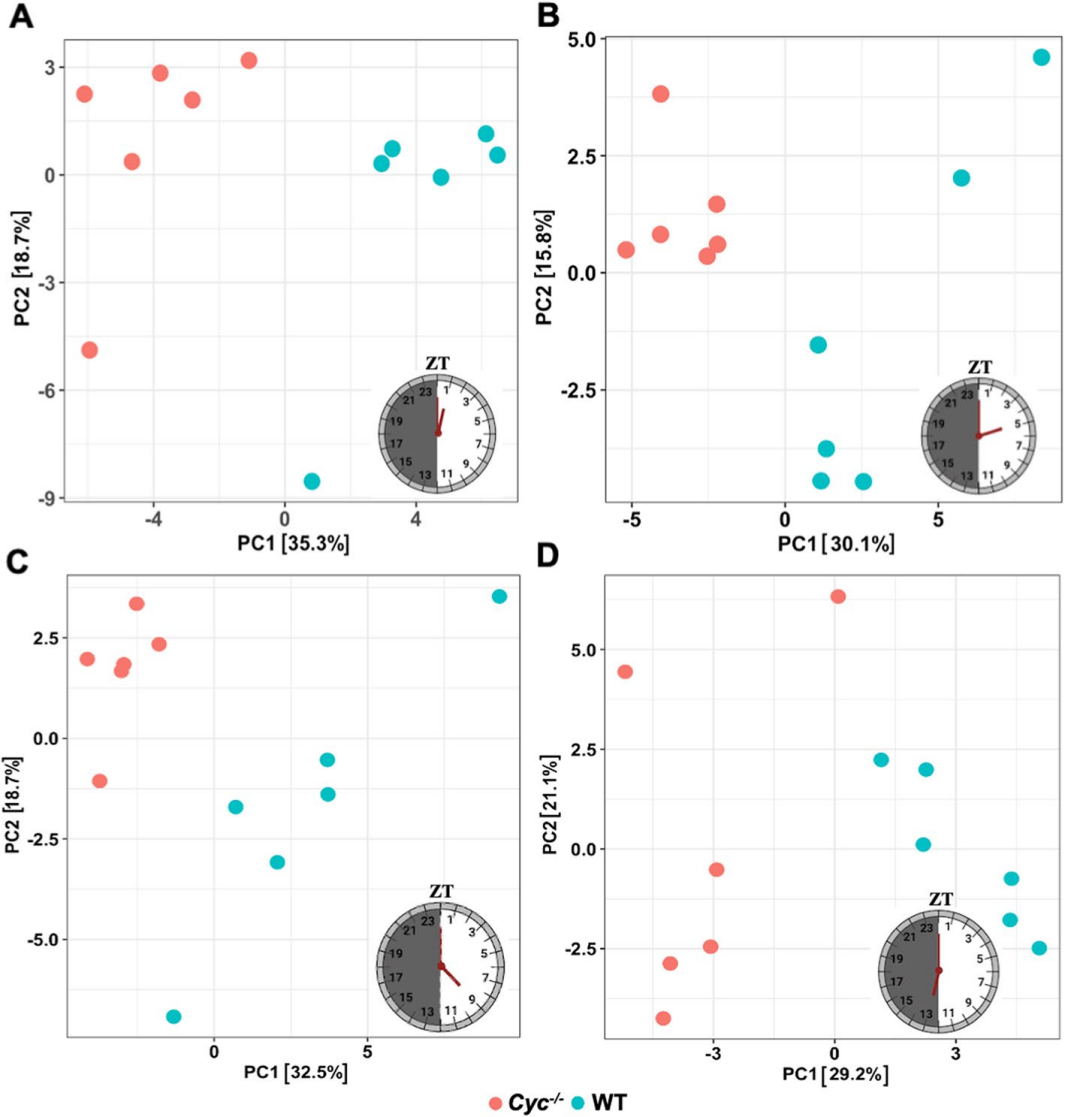
Principal component analysis (PCA) for WT and *AeCyc*^*-/-*^ at four different time points in a LD cycle (**A**) ZT1, (**B**) ZT5, (**C**) ZT9 and (**D**) ZT13

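Rhythm was assessed in 17781 genes with any count over the 48 libraries by the model choice of dryR, written out with DESeq2's size factors and dispersions because dryR itself was not used here. Each gene was given the model of lowest Bayesian information criterion (BIC) among 5: no rhythm, a 24-h rhythm in KO alone, in WT alone, the same rhythm in both genotypes, and a different rhythm in each. A total of 5347 genes took a rhythmic model and 12434 took the model without rhythm. The 4 time points cover 12 h of a 24-h period. Among 1800 simulated genes without rhythm, 93.3% took the model without rhythm, 2.17% the KO model, 2.17% the WT model and 2.33% the shared one.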

To explore genes expressed rhythmically in the whole body that may regulate physiological and behavioral rhythms in *Ae. aegypti*, we tested goodness of fit using *dryR* and found overall good fits for phase, mean, and amplitude. To further distinguish the specific contribution of the core clock oscillator on rhythmic gene expression in *Ae. aegypti* and its impact on physiological function, we focused our analysis on comparing differential rhythmic expression between *Cyc* KO and WT in the LD cycle. Using *dryR*, genes were grouped based on their temporal expression patterns into three categories: system-driven, *Cyc* KO-specific, and WT-specific (Fig. 2A). Among all rhythmic genes in WT *Ae. aegypti*, 49.5% were independent of a functional clock and remained rhythmic in *Cyc* KO, named as system driven (Supplementary file 2: S5-S5.5). These genes exhibited lower amplitudes compared to clock-driven or clock-modulated genes and showed a bimodal phase distribution. 

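The same rhythm in both genotypes was the model of 2554 genes. These were 49.6% of the genes in the 3 classes of shared, KO-specific and WT-specific rhythm. Of the 3601 genes with a rhythm in WT under any model, the 2554 genes were 70.9%. With only genes past an adjusted p of 0.05 for any rhythm (edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment), 1513 genes had the shared model, 56.5% of the 3 classes, and they were 71.2% of the WT-rhythmic genes. From the rhythm that persists in KO, the paper names these genes system driven.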

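Peak-to-trough amplitudes were compared over genes with a mean normalized count of at least 10. The median amplitude on the log2 scale was 0.26 (quartiles 0.18 and 0.42) for 2469 genes with the same rhythm in both genotypes, 0.34 (0.25 and 0.49) for 1652 genes rhythmic in KO alone, 0.59 (0.35 and 1.04) for 752 genes rhythmic in WT alone and 0.87 (0.46 and 1.46) for 196 genes with a different rhythm in each. For this last class the larger of the KO and WT amplitudes was taken, which raises its median against the others. Without the library that carries 2 labels the medians were 0.27, 0.35, 0.59 and 0.92. Fitted peaks of the shared class fell most often between 3 and 6 h (424 genes) and between 12 and 15 h (413 genes), and least often between 6 and 9 h (189 genes). No library was taken after ZT13, so that peaks beyond that hour are extrapolated from the 24-h curve. The amplitudes rest on the same curve. Genes are not independent replicates, and no test was made of these distributions.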

Our analysis revealed that system-driven rhythmic genes are significantly enriched in several important physiological pathways. Notably, the pathways implicated include Glycolysis/Gluconeogenesis, Oxidative phosphorylation, Wnt signaling pathway, Ubiquitin-mediated proteolysis, Citrate cycle (TCA cycle) etc., These pathways constitute a foundation for further exploration of the regulatory roles of system-driven rhythmic genes in fundamental cellular processes, highlighting potential implications for physiological conditions and daily activity.

**Fig. 2:**
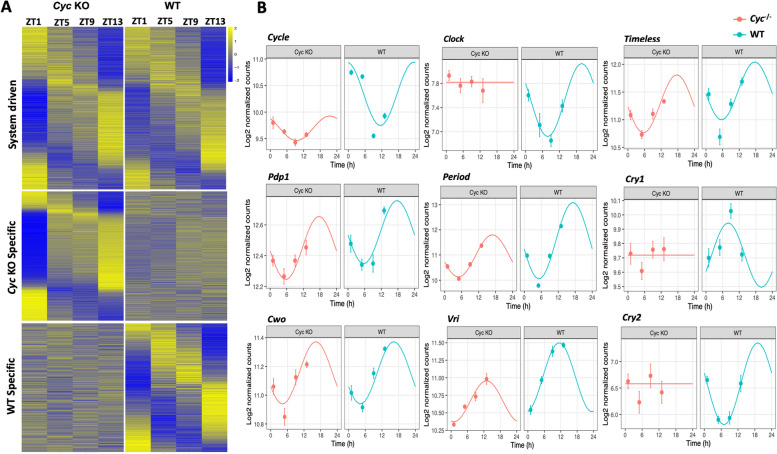
Comparing the rhythmic gene expression patterns between WT and *AeCyc*^*-/-*^*.* (**A**) Heat maps of normalized rhythmic mRNA levels for genes in the *Cyc* KO and WT *Ae. aegypti.* Genes were classified as system driven, *Cyc* KO specific and WT specific. (**B**) Temporal expression pattern of circadian clock genes

On the other hand, 33.9% were *Cyc* KO-specific and 16.4% were WT-specific. 

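A rhythm in KO alone was chosen for 1746 genes, 33.9% of the 3 classes, and a rhythm in WT alone for 846 genes, 16.4%. A further 201 genes took a different rhythm in each genotype. Without the library that carries 2 labels, the KO class held 1446 genes and the WT class 870. A BIC weight of at least 0.6 left 1011 KO genes and 515 WT genes. Time was also tested within each genotype by edgeR's quasi-likelihood F-test: 1181 of 11921 genes differed between time points in KO and 1703 of 11982 in WT at an adjusted p below 0.05. That test was run with all libraries only, the one that carries 2 labels included.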

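Of the 3601 genes with a rhythm in WT, 29.1% had lost it or had a different rhythm in KO, and 70.9% had the same rhythm in both genotypes. Among 14180 genes without a rhythm in WT, 12.3% were given a rhythm in KO. The share affected and this background share were 29.6% and 10.3% without the library that carries 2 labels, 27.9% and 19.2% with the filterByExpr filter on low counts, and 27.7% and 8.43% with a BIC weight of at least 0.6. With the column headings of Supplementary file S5 as labels, an alternative chosen after the data had been seen, they were 15.4% and 16.0%. Those headings place libraries that lie with WT under KO and the reverse, so that this setting mixes the genotypes. With an adjusted p for any rhythm the share affected was 28.8%, and 762 genes without a rhythm in WT were left, 98.6% of them with a rhythm in KO because that filter keeps rhythmic genes. No test was made of one share against the other.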

Analyzing differential rhythmicity between rhythmic gene expression in wild-type and *Cyc* KO revealed that the expression of most rhythmic genes in wild-type *Ae. aegypti* was affected in *Cyc* KO, with this effect being significantly higher than background (calculated using genes arrhythmically expressed in wild type). Consequently, only genes with an adjusted *p*-value cutoff of ≤ 0.05 were considered in subsequent analysis. In addition to that, we then analyzed the impact of *Cyc* KO on the relative expression and rhythmic appearance of nine essential circadian clock genes: *Cyc (Cycle), Clk (Clock), Per (Period), Tim (Timeless)*, *Cry1 (Cryptochrome-1), Cry2* (*Cryptochrome-2), Pdp1(Par domain protein 1*)*, Vri (Vrille)*, and *Cwo (Clockworkorange)* at 5-hour intervals in light:dark conditions between ZT1 to ZT13 (Fig. 2B). The results revealed that some circadian clock genes lost rhythmicity in the absence of *Cyc*. 

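Cyc (AAEL002049) was measured in every library. At ZT1 it stood at 37.3 ± 6.63 CPM (SD, n = 6) in KO and 70.8 ± 5.35 CPM (SD, n = 6) in WT, a log2 fold change of -0.92 (standard error 0.10, adjusted p = 9.04e-06) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At ZT5 the values were 32.8 ± 1.87 and 67.4 ± 2.54 CPM, a log2 fold change of -1.04 (standard error 0.05, adjusted p = 3.18e-09) by the same edgeR test. At ZT9 KO had 28.6 ± 3.11 and WT 30.8 ± 1.99 CPM, and the log2 fold change of -0.11 (standard error 0.08, adjusted p = 0.283) in edgeR was not called. At ZT13 KO had 31.4 ± 2.04 and WT 40.0 ± 3.52 CPM, a log2 fold change of -0.36 (standard error 0.06, adjusted p = 0.00353) in edgeR. All 6 KO libraries lay below all 6 WT libraries at ZT1, ZT5 and ZT13 (exact permutation test, two-sided, p = 0.00216), and 3 of 6 did so at ZT9 (exact permutation p = 0.160). The KO effect differed between the time points (edgeR's F-test of the interaction, adjusted p = 9.46e-08), and Cyc took the model of a different rhythm in each genotype.

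**Figure D1:**
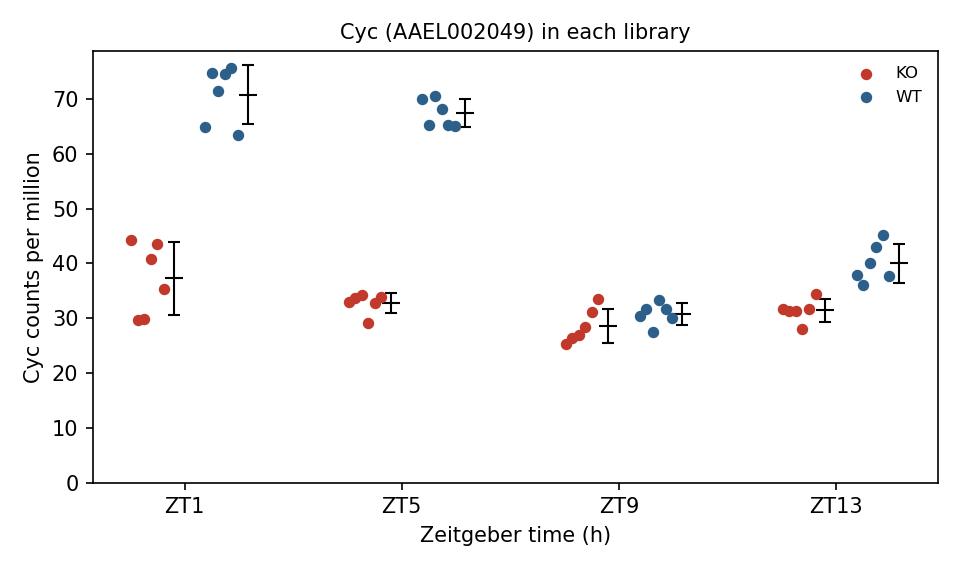
CPM of Cyc (AAEL002049) in each of the 48 libraries by zeitgeber time, KO in red and WT in blue, with the mean and SD of 6 libraries in black. The WT mean is 70.8 CPM at ZT1 and 30.8 CPM at ZT9, where the KO mean is 28.6 CPM.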

Surprisingly, *AeCyc*^*−/−*^ mRNA was still detected, albeit at significantly lower levels compared to WT. *Clk, Cry1,* and *Cry2* were completely arrhythmic and significantly higher at some time points, in antiphase pattern compared to WT in LD conditions. In contrast, *Per* and *Vri* gene transcripts did not show significant differences compared to WT during the light phase. However, at ZT13, they exhibited significantly lower expression in *AeCyc*^*−/−*^ compared to WT, where they peak early in the night. Conversely, *Tim*, *Pdp1*, and *Cwo* did not display significant differences in expression levels compared to WT.

### Differentially gene expression of *Cyc*^-/-^ and WT

Next, we identified transcripts significantly differentially expressed [log2(Fold Change) > 1, Benjamini-Hochberg adjusted *p*-value < 0.05 from a Wald test] in *AeCyc*^-/-^ compared to the WT at each time point (Fig. 3). 

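At an adjusted p below 0.05, KO and WT differed in 5415 of 11535 tested genes at ZT1, 3611 of 11737 at ZT5, 3869 of 11673 at ZT9 and 2106 of 11523 at ZT13. DESeq2's Wald test called 5740, 4096, 4371 and 2652 genes. These counts carry no fold threshold, while the paper names a log2 fold change over 1 for its own. With that threshold DESeq2 called 697, 581, 579 and 287 genes. Without the library labelled KO ZT13 replicate 1, whose counts are identical to those of WT ZT9 replicate 2, the count at ZT13 was 4099 of 11530 tested genes. Leaving out any 1 of the other 11 ZT13 libraries gave between 1037 and 2016 genes. Without WT ZT9 replicate 2, the count at ZT9 was 3207. A total of 980 genes differed in the same direction at all 4 time points, 449 higher and 531 lower in KO, and 1546 did so without the library that carries 2 labels.

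**Figure D2:**
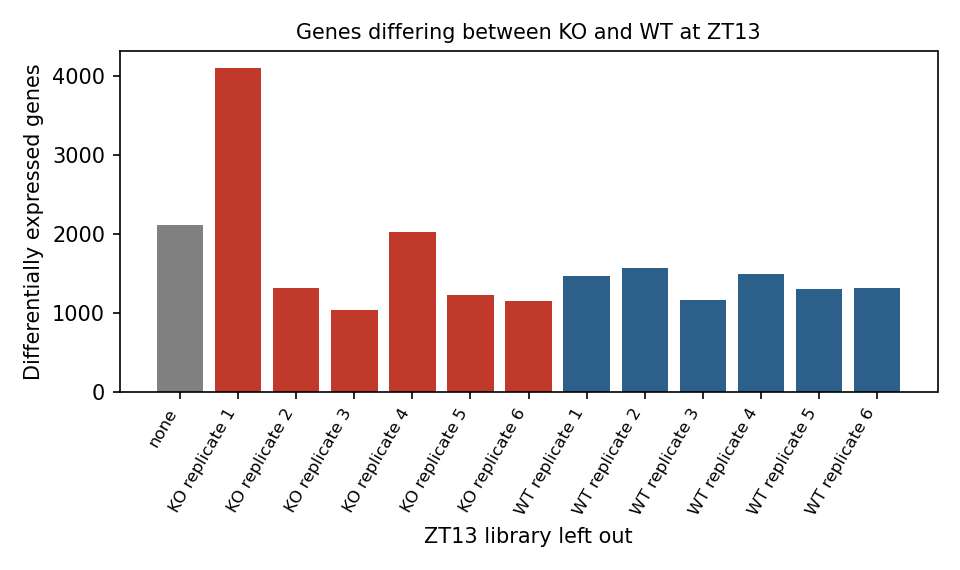
Number of genes differing between KO and WT at ZT13 (adjusted p below 0.05 in edgeR) with all 12 libraries in grey and with each library left out in turn, KO in red and WT in blue. The count is 2106 with all libraries and 4099 without KO replicate 1.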

Our analysis revealed 5764 (ZT1), 4099 (ZT5), 4382 (ZT9), and 2658 (ZT13) genes to be differentially expressed in *AeCyc*^-/-^ compared to WT *Ae. aegypti*.

**Fig. 3:**
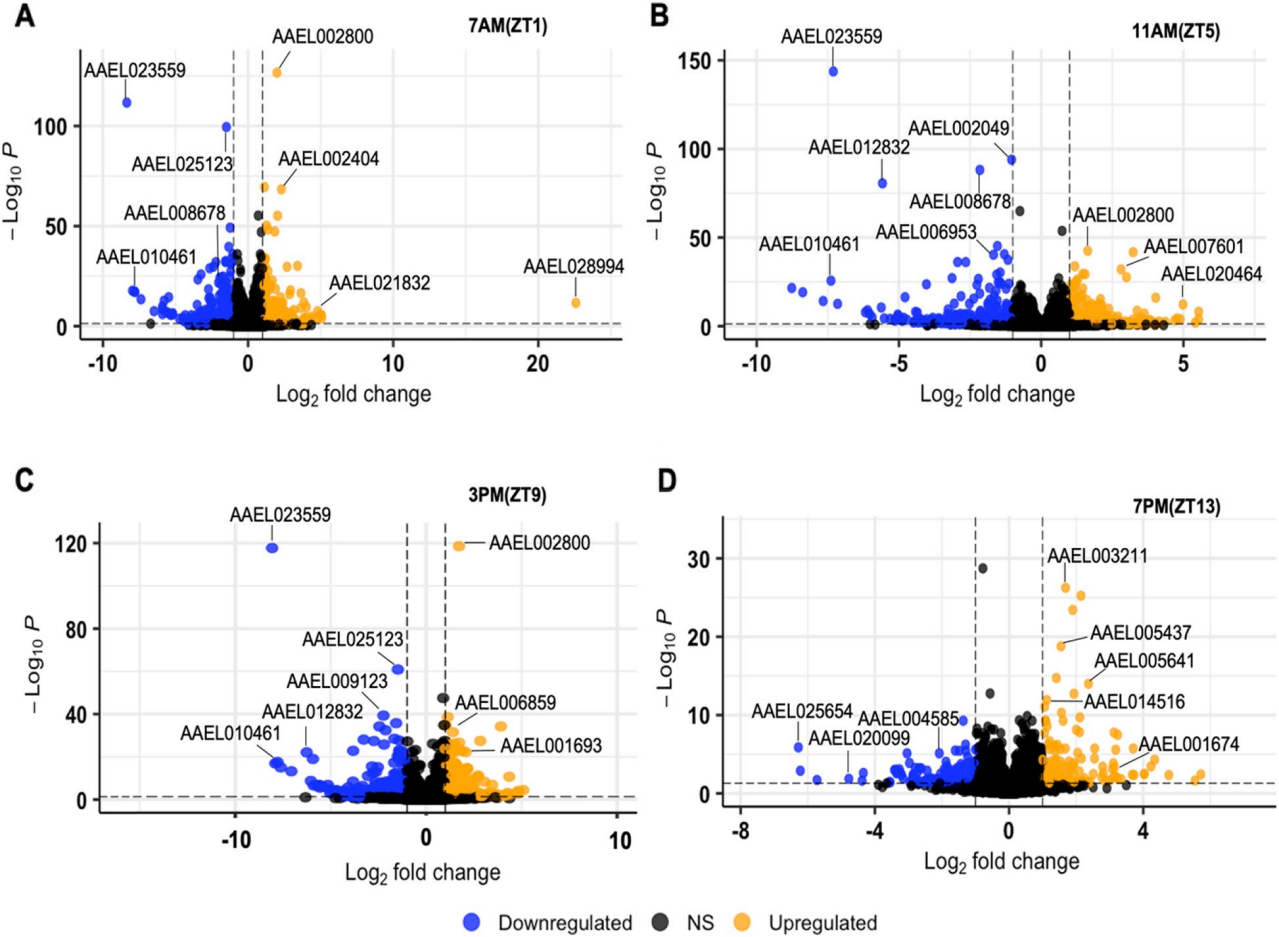
Volcano plots for differentially expressed up and down regulated genes at four different time points in a LD cycle (**A**) ZT1, (**B**) ZT5, (**C**) ZT9 and (**D**) ZT13. Dotted horizontal lines indicate *p*-value thresholds. Dotted vertical lines indicate ± 2-fold change. Blue dots represent significantly down-regulated genes; orange dots represent significantly up-regulated genes

The volcano plots generated for four different time points in a LD cycle (Fig. 3) revealed differentially expressed genes (DEGs) with both up and downregulation (padj<0.05, log2FC≥1). 

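With a log2 fold change over 1 in either direction, 414 genes lay past the same edgeR threshold at ZT1 (222 higher and 192 lower in KO), 331 at ZT5 (188 and 143), 351 at ZT9 (172 and 179) and 161 at ZT13 (94 and 67). DESeq2's Wald test gave 697, 581, 579 and 287 genes. At ZT13 edgeR gave 328 genes without the library labelled KO ZT13 replicate 1, 153 higher and 175 lower.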

The DEGs recorded in the volcano plot and Pfam database was used to identify protein domain names (Supplementary file 1: Table S2). 

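The genes higher in KO numbered 2809 at ZT1, 1812 at ZT5, 1918 at ZT9 and 1129 at ZT13 in edgeR. The genes lower in KO numbered 2606, 1799, 1951 and 977. Without the library labelled KO ZT13 replicate 1, 2141 genes were higher and 1958 lower at ZT13. DESeq2 called 2804, 2040, 2082 and 1320 genes higher at the 4 time points. Of the genes called with an absolute log2 fold change over 1, the higher ones were fewest at ZT13 (94) and most at ZT1 (222). The paper's Table S2, drawn from its volcano plots, lists 4 higher genes at ZT1, 3 at ZT5, 4 at ZT9 and 8 at ZT13, of which 4, 2, 4 and 8 carry an identifier that the deposited files hold and 2, 2, 4 and 7 were called higher here by edgeR.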

The highest number of upregulated genes was observed at ZT13 in the absence of light. 

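AAEL002800 was higher in KO at each of the 4 time points. Its level at ZT1 was 117 ± 13.1 CPM in KO and 29.3 ± 1.91 CPM in WT (SD, n = 6 each). The log2 fold change was 2.01 (standard error 0.08, adjusted p = 1.81e-10) at ZT1 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1.63 (standard error 0.11, adjusted p = 4.61e-07) at ZT5 and 1.73 (standard error 0.07, adjusted p = 8.50e-10) at ZT9. At ZT13 it was 1.54 (standard error 0.27, adjusted p = 0.00697) with KO at 85.6 ± 28.4 CPM, where the library labelled KO ZT13 replicate 1 held 29.4 CPM and the other 5 KO libraries between 84.2 and 104 CPM. Without that library the log2 fold change at ZT13 was 1.72 (adjusted p = 1.47e-07). The KO effect did not differ between time points in edgeR's interaction test (adjusted p = 0.528).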

The gene AAEL002800 (DNA polymerase epsilon) was upregulated in all three time points except at ZT13. Additionally, several genes, such as AAEL003211, AAEL005437, and AAEL005641, were significantly upregulated at ZT13. 

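AAEL003211 had 37.2 ± 8.37 CPM in KO and 11.4 ± 1.99 CPM in WT at ZT13 (SD, n = 6 each), a log2 fold change of 1.69 (standard error 0.15, adjusted p = 1.17e-04) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was also higher in KO at ZT1, ZT5 and ZT9, with log2 fold changes of 1.16, 0.64 and 0.44. AAEL005437 had 9.35 ± 1.76 CPM in KO and 3.11 ± 0.603 CPM in WT at ZT13, a log2 fold change of 1.56 (standard error 0.15, adjusted p = 1.17e-04), against 0.32 at ZT1, 0.30 at ZT5 and 0.45 at ZT9. The KO effect at ZT13 differed from its mean at the other time points for both genes (edgeR contrast, adjusted p = 0.00120 and 8.42e-06). AAEL005641 had 11.1 ± 4.99 CPM in KO and 2.16 ± 0.711 CPM in WT at ZT13, a log2 fold change of 2.39 (standard error 0.30, adjusted p = 0.00149), and 2.17 (adjusted p = 4.00e-05) without the library that carries 2 labels, which held 18.9 CPM. Its KO effect was not shown to differ between time points (interaction adjusted p = 0.195).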

Regarding downregulated genes, the top ones were AAEL023559 (Peptidase M2), AAEL025123 (GRIP domain), and AAEL010461 (Peroxisome membrane protein, Pex16) at all three time points (ZT1, ZT5 and ZT9) in the presence of light. 

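AAEL023559 had 0.147 ± 0.0964 CPM in KO and 50.8 ± 9.90 CPM in WT at ZT1 (SD, n = 6 each), with log2 fold changes of -8.29 at ZT1, -7.28 at ZT5 and -8.01 at ZT9 (adjusted p = 7.38e-12, 1.99e-10 and 4.65e-12 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). AAEL010461 had 2 counts over the 6 KO libraries and 733 over the 6 WT libraries at ZT1, 5 and 940 at ZT5, and 3 and 731 at ZT9. AAEL025123 had 22.1 ± 2.11 CPM in KO and 61.9 ± 3.13 CPM in WT at ZT1, with log2 fold changes of -1.48, -1.54 and -1.47 at the same 3 time points.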

Gene AAEL008678 (Calponin homology domain) was downregulated at ZT1 and ZT5, and AAEL012832 (Cytochrome b561) was downregulated at ZT5 and ZT9. 

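AAEL008678 was lower in KO at ZT1 with a log2 fold change of -2.37 (standard error 0.20, adjusted p = 7.53e-07) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, at ZT5 with -2.16 and at ZT9 with -2.19. AAEL012832 was lower at ZT1 with -5.33, at ZT5 with -5.55 and at ZT9 with -6.19. It had 37 counts over the 6 KO libraries and 1952 over the 6 WT libraries at ZT5.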

No similar downregulated genes were found at ZT13.

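At ZT13 the same genes were read library by library. For AAEL023559, 5 of the libraries labelled KO ZT13 held between 0 and 0.126 CPM, the library labelled replicate 1 held 41.1 CPM, and the 6 WT libraries held between 28.6 and 49.2 CPM. The log2 fold change at ZT13 was -2.39 (standard error 1.18, adjusted p = 0.171) with all 12 libraries and -9.03 (adjusted p = 2.68e-09) without that library, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. AAEL010461 held between 0 and 0.104 CPM in the other 5 KO libraries, 6.66 CPM in replicate 1 and between 2.61 and 5.79 CPM in WT. AAEL012832 held between 0 and 1.10 CPM in the other 5, 13.7 CPM in replicate 1 and between 8.23 and 12.2 CPM in WT. With all libraries, AAEL010461 (adjusted p = 0.303) and AAEL012832 (adjusted p = 0.180) were not called at ZT13. Without replicate 1 both were called lower (adjusted p = 3.38e-08 and 3.00e-06). AAEL025123 was lower in KO at ZT13 with all libraries (log2 fold change -1.28, standard error 0.33, adjusted p = 0.0268), as was AAEL008678 (log2 fold change -1.65, standard error 0.43, adjusted p = 0.0279).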

A heatmap was constructed using DEGs with more than five-fold (>5) differences (Fig. 4, Supplementary file 1: Table S3). 

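Genes past the edgeR threshold with a change of more than 5-fold numbered 58 at ZT1, 43 at ZT5, 46 at ZT9 and 15 at ZT13, and 51 at ZT13 without the library labelled KO ZT13 replicate 1. DESeq2 called 208, 189, 177 and 66. With an absolute log2 fold change over 5 in place of a fold of 5, the edgeR counts were 9 at ZT1 (8 lower in KO), 10 at ZT5 (9 lower), 8 at ZT9 (8 lower) and 0 at ZT13, and those of DESeq2 20, 21, 19 and 5. At ZT13, 2106 genes were called by edgeR at any fold change and 4139 had an unadjusted p below 0.05. Without the library labelled KO ZT13 replicate 1 edgeR called 11 genes past a log2 change of 5 at ZT13, all 11 lower in KO.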

The heatmap demonstrated significant downregulation of a large number of DEGs at ZT1, ZT5, and ZT9, with very few showing >5-fold differential expression at ZT13. 

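AAEL027327 had 0 counts over the 6 KO libraries at ZT1, ZT5 and ZT9, against 238, 258 and 99 over the 6 WT libraries. At ZT13 it had 8 counts over the libraries labelled KO and 163 over WT, and the 5 KO libraries other than replicate 1 held 0 CPM. AAEL029041 had 1.75 ± 0.415 CPM in KO and 80.5 ± 133 CPM in WT at ZT5 (SD, n = 6 each), a log2 fold change of -5.54 (standard error 1.66, adjusted p = 0.0292) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At ZT1 the log2 fold change was -2.30 (standard error 1.12, adjusted p = 0.116), at ZT9 -2.26 (standard error 1.35, adjusted p = 0.217) and at ZT13 4.08 (standard error 1.37, adjusted p = 0.0632), none past the threshold. The library that carries 2 labels held 68.0 CPM and counts in WT at ZT9 and in KO at ZT13. Without it the log2 fold change was 0.15 at ZT9 (adjusted p = 0.925) and 3.40 at ZT13 (adjusted p = 0.0800). With it DESeq2 called the gene higher in KO at ZT13 (adjusted p = 0.00332), and DESeq2 was not run without it. The spread of this gene between replicates exceeded its mean in WT at ZT1, ZT5 and ZT9.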

Specific genes, such as AAEL023559 (Angiotensin-converting enzyme/Peptidase M2), AAEL012832 (Cytochrome B561), AAEL010461 (Peroxisomal membrane protein, PEX16), AAEL027327 (stress response protein NST1-like), and AAEL029041 (Cecropin-B type 2), were differentially expressed at different time points. 

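The difference between time points was tested over all 48 libraries in a single fit. The KO effect differed between the 4 time points in 132 of 12280 genes (edgeR's F-test of the 3 interaction coefficients, adjusted p below 0.05), and in 168 of 12329 without the library that carries 2 labels. DESeq2's likelihood ratio test called 341 genes. The KO effect at ZT13 differed from its mean over ZT1, ZT5 and ZT9 in 33 genes, and in 16 without the library labelled KO ZT13 replicate 1. Of 1090 genes called in the same direction at ZT1, ZT5 and ZT9 and not at ZT13, 736 were called at ZT13 without that library. The 3 time points with light and the time point without it also differ in hour, so that light and time of day are not separated by the design. From its results over the 4 time points, the paper states an effect of light.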

Overall, these results indicate that presence of light significantly affects the differential expression of genes in *AeCyc*^-/-^ compared to WT.

**Fig. 4:**
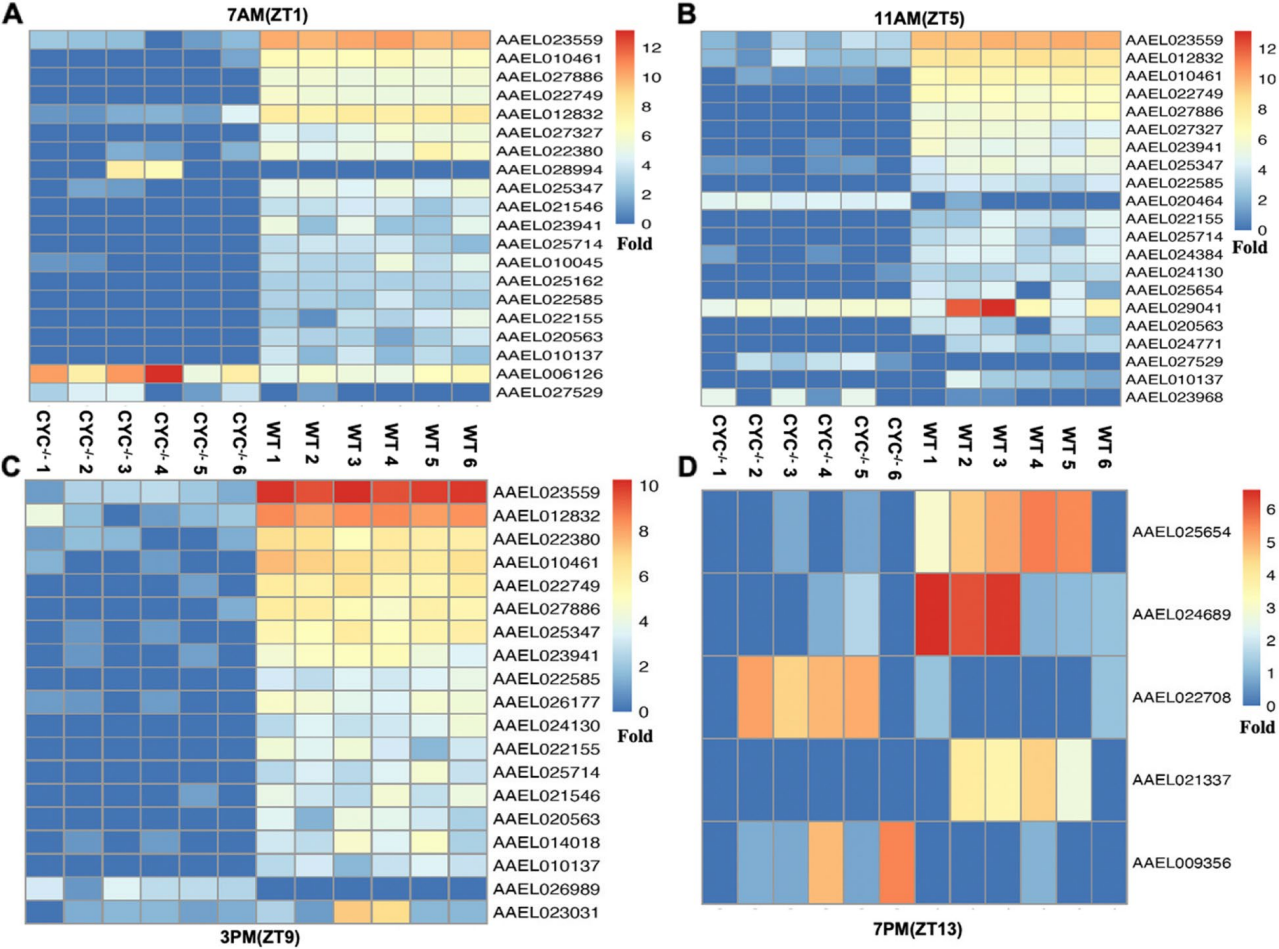
Heat maps showing differentially expressed genes (>5-fold changes) between WT and *AeCyc*^*-/-*^ at four different time points in a LD cycle (**A**) ZT1, (**B**) ZT5, (**C**) ZT9 and (**D**) ZT13

### GO enrichment analysis

We conducted GO enrichment analyses separately for *AeCyc*^-/-^ and WT specific rhythmic genes and, also, up and down regulation of DEGs. The GO analysis revealed that rhythmic genes in the *Ae. aegypti cycle* knockout belong to diverse biological processes, including DNA topological change, several metabolic processes, and protein phosphorylation (Supplementary file 1: Figure S1A, Supplementary file 2: S5.3). KEGG pathway enrichment analysis further revealed that the Fanconi anemia pathway, MAPK signaling pathway, and ubiquitin-mediated proteolysis were among the most enriched rhythmic pathways in the *Cyc*^-/-^ specific *Ae. aegypti* (Supplementary file 1: Figure S1B). On the other hand, GO enrichment analysis for WT specific rhythmically expressed genes (Supplementary file 1: Figure S1C, Supplementary file 2: S5.4) showed biological processes related to carboxylic acid biosynthetic process, fatty acid metabolic process, lipid metabolic process, etc. Further, KEGG pathway analysis for WT specific rhythmic genes revealed enrichment in fatty acid biosynthesis, longevity regulating pathway, and metabolic pathways (Supplementary file 1: Figure S1D).

Additionally, separate GO enrichment analyses were performed for both upregulated and downregulated genes from the DEGs (P<0.05) at all four time points (Supplementary file 3: S6 to S9 and Supplementary file 4: S10 to S13). Both upregulated and downregulated genes with GO term sizes ranging from 10 to 500 were selected for GO enrichment analyses at all time points. The analysis of upregulated genes at four time points (ZT1, ZT5, ZT9, and ZT13) revealed significant enrichment in several biological processes (Fig. 5A to D). These processes included energy-coupled proton and proton transmembrane transports, ATP metabolic process, and various ribonucleotide and nucleotide metabolic processes, which were enriched at all time points. Furthermore, ZT1, ZT5, and ZT9 in a LD cycle showed enrichment in biological processes related to oxidative phosphorylation, electron transport chain, and nucleoside metabolic processes. 

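The members that the paper's Supplementary file S6 lists at ZT1 were followed at the other time points, so that ZT1 is not independent for them. Of the proton transmembrane transport genes, 29 of 30 at ZT1, 26 at ZT5, 24 at ZT9 and 14 at ZT13 (20 and 25 at these last time points without the library that carries 2 labels) were higher in KO. Of the ATP metabolic process genes, 18 of 18 at ZT1, 18 at ZT5, 18 at ZT9 and 7 at ZT13 (14 and 17 at these last time points without the library that carries 2 labels) were higher. The median log2 fold changes of these lists at ZT13 were 0.24 and 0.27. Of all 2809 genes higher in KO at ZT1, 44.5% were called higher at ZT5, 52.6% at ZT9 and 30.7% at ZT13. The median log2 fold change of those genes was 0.21, 0.26 and 0.19 at these time points, so that lists chosen among them are expected to lie above all genes there. The lists were therefore tested against the other genes called in the same direction at their own time point, a background chosen after seeing the data. Over 66 tests at a time point other than their own, limma's camera with its preset correlation of 0.01 called 6 further in the direction the paper gives and 0 less far. The 6 were proton transmembrane transport, ATP metabolic process, electron transport chain and glycolysis at ZT5, and the circadian lists of ZT1 and ZT9 at ZT13. The circadian list of ZT1 includes Cyc, the gene knocked out. With the correlation estimated per list camera called 0, with 2 at an unadjusted p below 0.05 in that direction.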

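Of the electron transport chain genes that the paper lists at ZT1, 30 of 30 at ZT1, 26 at ZT5, 26 at ZT9 and 10 at ZT13 (19 and 26 at these last time points without the library that carries 2 labels) were higher in KO. The median log2 fold change was 0.38 at ZT5, 0.31 at ZT9 and 0.28 at ZT13. Adjusted over the list alone, 25 were called at ZT13, where the list was chosen by the paper on the ZT1 libraries. For all 2809 genes higher at ZT1, the median log2 fold change was 0.21 at ZT5, 0.26 at ZT9 and 0.19 at ZT13.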

KEGG analysis for upregulated DEGs identified common pathways enriched at all time points (Fig. 6A to D), including oxidative phosphorylation, phagosome, and protein export. Additionally, specific pathways were enriched at different time points, such as carbon metabolism and pyruvate metabolism at ZT1, ZT5, and ZT9; glycolysis/gluconeogenesis at ZT5 and ZT9; and fatty acid metabolism at ZT1 and ZT9.

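Of the phagosome genes that the paper lists at ZT1, 35 of 36 at ZT1, 25 at ZT5, 23 at ZT9 and 19 at ZT13 (21 and 30 at these last time points without the library that carries 2 labels) were higher in KO. Of the protein export genes, 9 of 9 at ZT1, 7 at ZT5, 7 at ZT9 and 7 at ZT13 (5 and 8 at these last time points without the library that carries 2 labels) were higher. No member of either list was called lower at any time point.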

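Of the carbon metabolism genes, 36 of 36 at ZT1, 23 at ZT5, 25 at ZT9 and 3 at ZT13 (21 and 28 at these last time points without the library that carries 2 labels) were higher in KO. Of the pyruvate metabolism genes, 15 of 15 at ZT1, 11 at ZT5, 9 at ZT9 and 1 at ZT13 (7 and 9 at these last time points without the library that carries 2 labels) were higher. Of the glycolysis and gluconeogenesis genes, 14 of 14 at ZT1, 11 at ZT5, 10 at ZT9 and 2 at ZT13 (7 and 10 at these last time points without the library that carries 2 labels) were higher. Of the fatty acid metabolism genes, 25 of 25 at ZT1, 12 at ZT5, 14 at ZT9 and 8 at ZT13 (14 and 16 at these last time points without the library that carries 2 labels) were higher. The interaction test called 1 of the carbon metabolism genes, 2 of the fatty acid genes and none of the pyruvate or glycolysis genes.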

**Fig. 5:**
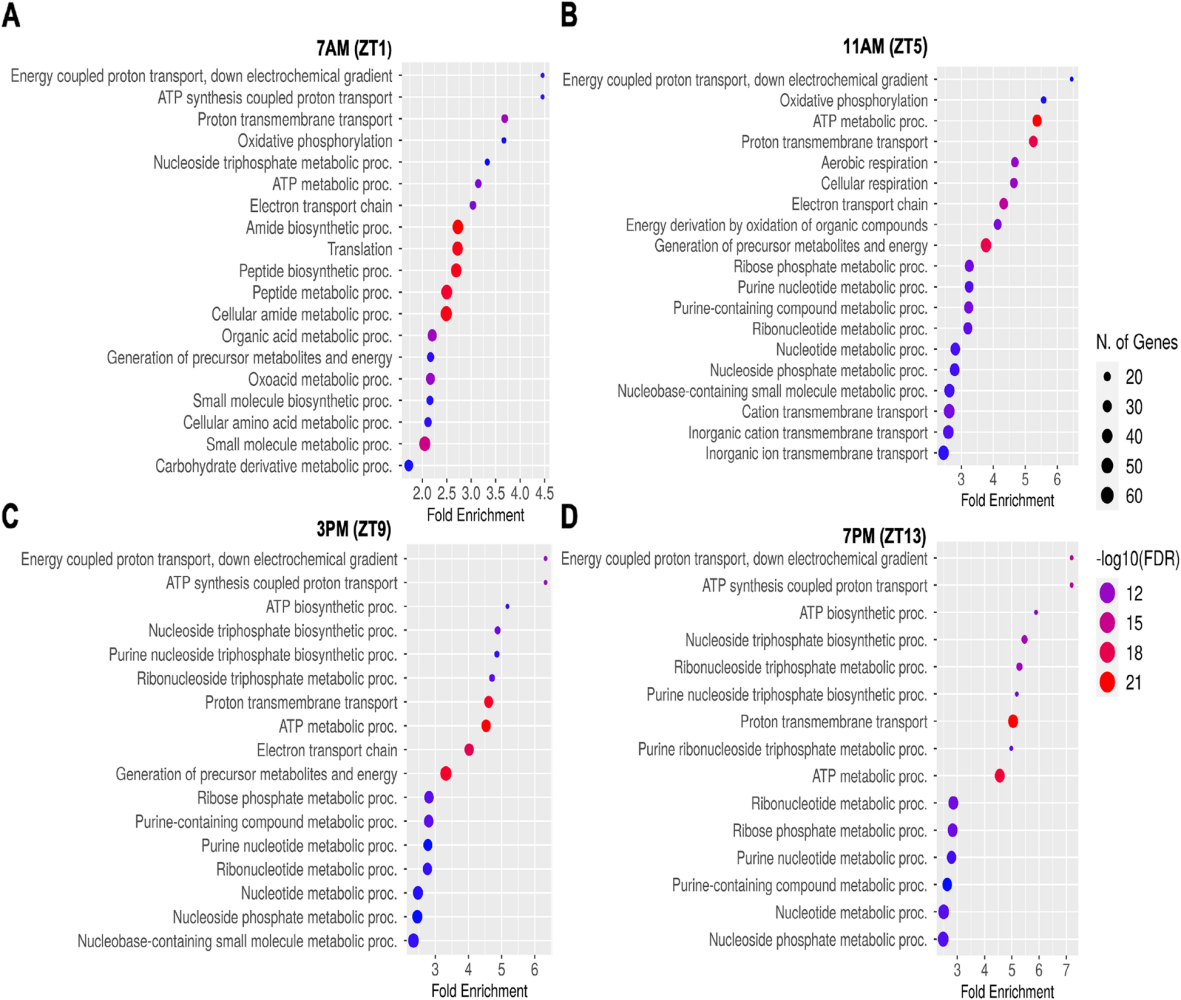
GO enrichment analysis of biological processes for up regulated differentially expressed genes at four different time points in a LD cycle (**A**) ZT1, (**B**) ZT5, (**C**) ZT9 and (**D**) ZT13. Only the top 20 were shown. The *x*-axis represents the proportion of genes that belong to a given functional category to the total number of differentially expressed genes. *p*-values were corrected using the Benjamini–Hochberg method

**Fig. 6:**
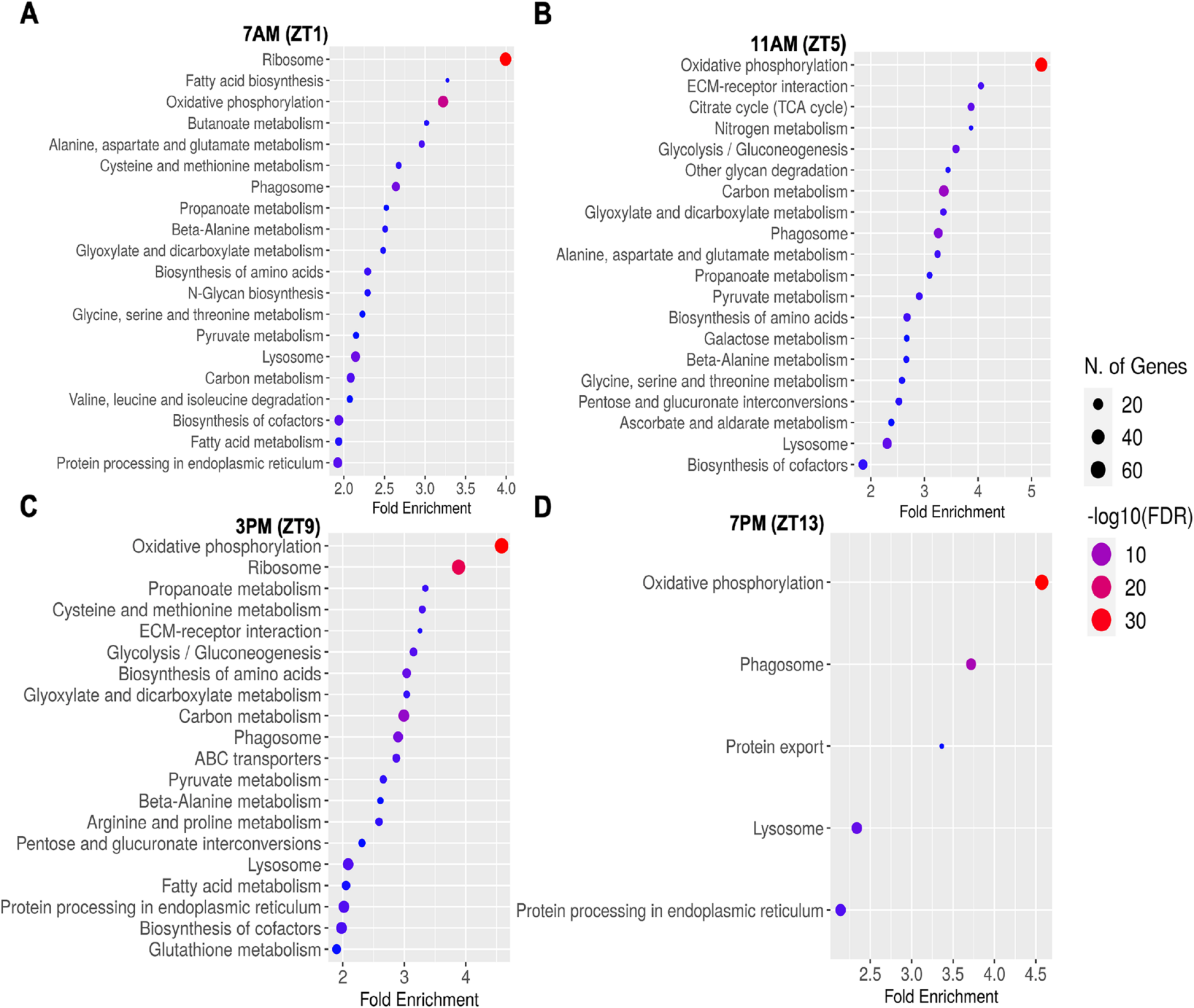
GO enrichment analysis of KEGG pathways for up regulated differentially expressed genes at four different time points in a LD cycle (**A**) ZT1, (**B**) ZT5, (**C**) ZT9 and (**D**) ZT13. *p*-values were corrected using the Benjamini–Hochberg method.

For downregulated genes at the four time points, significant enrichment was observed in several molecular functions and biological processes (Fig. 7A to D). 

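The members that Supplementary file S10 lists at ZT1 were followed. Of the genes of post-transcriptional gene silencing by RNA, 11 of 11 at ZT1, 7 at ZT5, 7 at ZT9 and 7 at ZT13 (5 and 10 at these last time points without the library that carries 2 labels) were lower in KO. Of the cell division genes, 26 of 27 at ZT1, 15 at ZT5, 18 at ZT9 and 8 at ZT13 (16 and 20 at these last time points without the library that carries 2 labels) were lower. Of all 2606 genes lower in KO at ZT1, 52.6% were called lower at ZT5, 60.4% at ZT9 and 29.4% at ZT13, with a median log2 fold change of -0.19, -0.25 and -0.16. The lists of cell cycle, protein phosphorylation, DNA metabolic process and DNA repair genes are held here only in part, 37 of 72, 37 of 112, 37 of 88 and 37 of 53 members, and were not tested.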

GO analysis revealed enrichment in post-transcriptional gene silencing by RNA, cell cycle, protein phosphorylation, cell division, negative regulation of biological process, DNA metabolic process, DNA repair, cellular response to stress, and cellular response to DNA damage stimulus at all time points. Additionally, downregulated genes were enriched in negative regulation of gene expression and regulation of cellular macromolecule biosynthetic process at ZT13. 

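Of the genes of negative regulation of gene expression that the paper lists at ZT13, 18 of 22 were lower in KO at ZT13, the time point the list was taken from. At the other time points 19 were lower at ZT1, 16 at ZT5 and 15 at ZT9. Without the library that carries 2 labels, 13 were lower at ZT9 and 22 at ZT13. The median log2 fold change of the 22 was -0.31, -0.23, -0.24 and -0.23 from ZT1 to ZT13. For the 18 called lower at ZT13 it was -0.37 at ZT1, -0.24 at ZT5 and -0.29 at ZT9. For all 977 genes lower at ZT13 it was -0.39 at ZT1, -0.26 at ZT5 and -0.31 at ZT9.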

KEGG pathway analysis identified common pathways enriched in downregulated genes at all time points (Fig. 8A to D), including Fanconi anemia pathway, Dorso-ventral axis formation, FoxO signaling pathway, Wnt signaling pathway, and Ubiquitin-mediated proteolysis. 

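Of the Fanconi anemia pathway genes, 18 of 18 at ZT1, 13 at ZT5, 13 at ZT9 and 6 at ZT13 (10 and 10 at these last time points without the library that carries 2 labels) were lower in KO. Of the dorso-ventral axis formation genes, 15 of 16 at ZT1, 11 at ZT5, 13 at ZT9 and 8 at ZT13 (11 and 11 at these last time points without the library that carries 2 labels) were lower. Of the FoxO signaling genes, 25 of 27 at ZT1, 14 at ZT5, 16 at ZT9 and 11 at ZT13 (11 and 19 at these last time points without the library that carries 2 labels) were lower. Of the Wnt signaling genes, 33 of 36 at ZT1, 16 at ZT5, 21 at ZT9 and 13 at ZT13 (13 and 23 at these last time points without the library that carries 2 labels) were lower. The list of ubiquitin mediated proteolysis is held here only in part, 37 of 39 members, and was not tested.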

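The genes that the paper's enrichment tables place in the KEGG pathway Circadian rhythm - fly number 10 over its tables and include Cyc, the gene knocked out. Of these 10, 7 were lower and 1 higher in KO at ZT1, 3 lower and 2 higher at ZT5, 5 lower and 1 higher at ZT9, and 7 lower and 0 higher at ZT13. Cyc itself is among the lower genes at ZT1, ZT5 and ZT13. Without the library that carries 2 labels, 4 of the 10 were lower and 1 higher at ZT9, and 8 lower and 1 higher at ZT13. The median log2 fold change was -0.36, -0.16, -0.22 and -0.24. Of the phosphatidylinositol signaling genes listed at ZT1, 25 of 25 at ZT1, 5 at ZT5, 11 at ZT9 and 8 at ZT13 (7 and 15 at these last time points without the library that carries 2 labels) were lower in KO.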

Circadian rhythm and Phosphatidylinositol signaling pathway were impacted as a rhythmic pattern at both ZT1 and ZT13 time points only. Additionally, MAPK-related signaling pathway and Autophagy were enriched at ZT1, ZT9, and ZT13.

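Of the MAPK signaling genes that the paper lists at ZT1, 33 of 35 at ZT1, 9 at ZT5, 24 at ZT9 and 10 at ZT13 (15 and 18 at these last time points without the library that carries 2 labels) were lower in KO. Of the autophagy genes, 29 of 31 at ZT1, 12 at ZT5, 16 at ZT9 and 11 at ZT13 (10 and 17 at these last time points without the library that carries 2 labels) were lower. The median log2 fold change of the MAPK list was -0.16 at ZT5, -0.20 at ZT9 and -0.13 at ZT13, and that of all 2606 genes lower at ZT1 was -0.19, -0.25 and -0.16.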

**Fig. 7:**
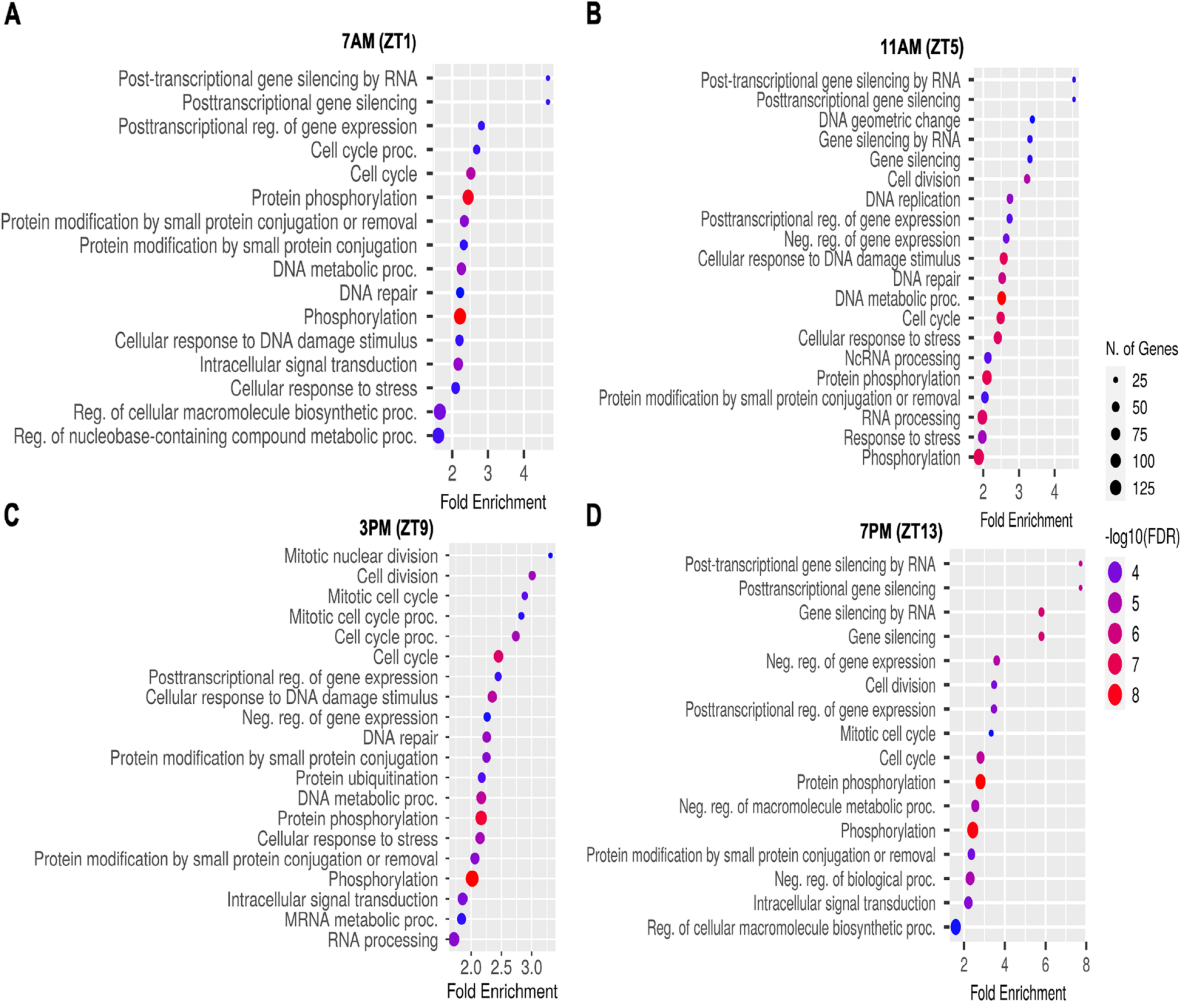
GO enrichment analysis of biological processes for down regulated differentially expressed genes at four different time points in a LD cycle (**A**) ZT1, (**B**) ZT5, (**C**) ZT9 and (**D**) ZT13. Only the top 20 were shown. The *x*-axis represents the proportion of genes that belong to a given functional category to the total number of differentially expressed genes. *p*-values were corrected using the Benjamini–Hochberg method

**Fig. 8:**
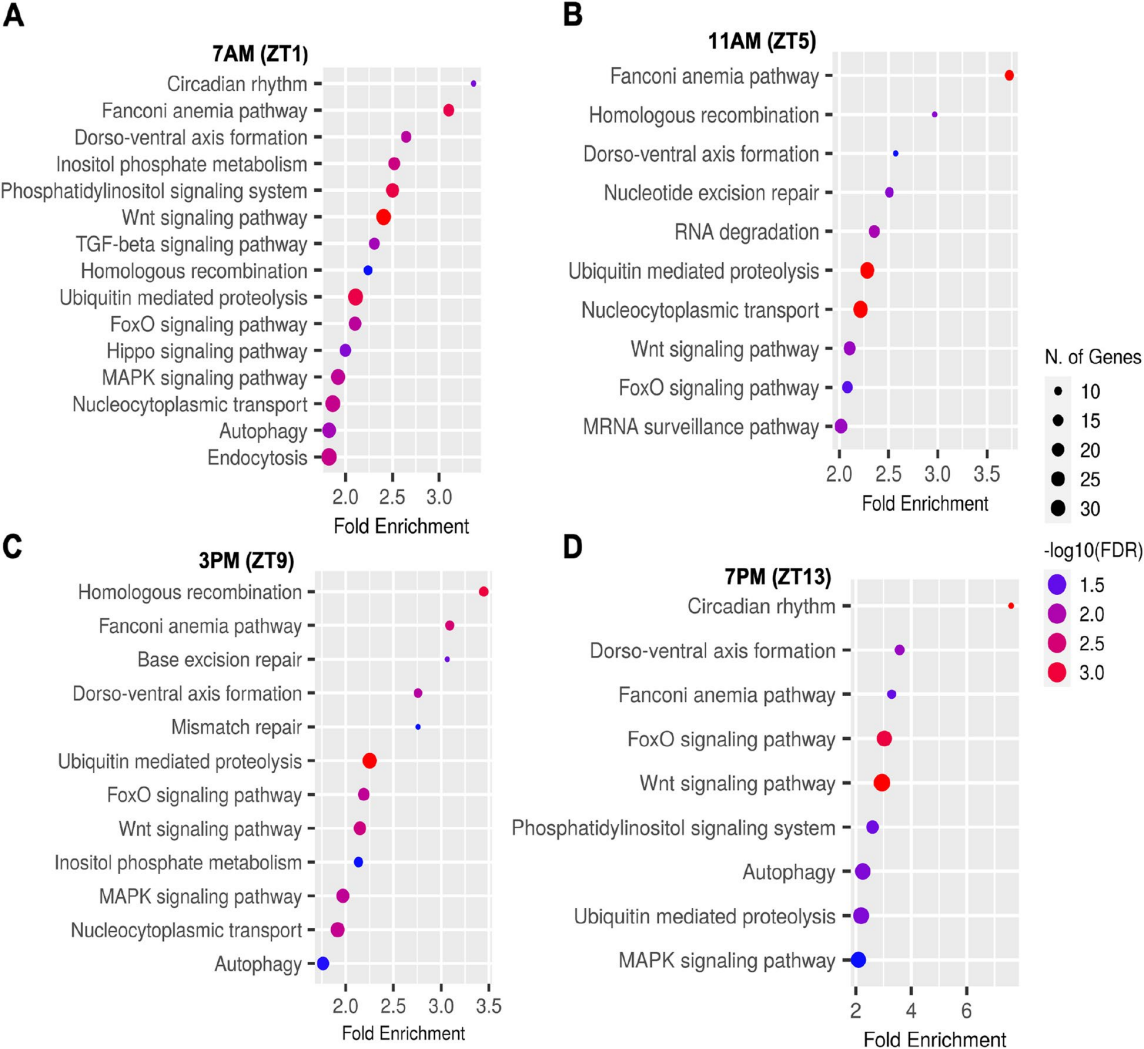
GO enrichment analysis of KEGG pathways for down regulated differentially expressed genes at four different time points in a LD cycle (**A**) ZT1, (**B**) ZT5, (**C**) ZT9 and (**D**) ZT13. *p*-values were corrected using the Benjamini–Hochberg method

The GO enrichment analysis of biological processes for DEGs across different time points revealed significant downregulated genes related to peptidase activity and molecular function, cellular respiration, metabolic processes, glycolysis/gluconeogenesis, external stimulus, innate immune response, immune response, and response to other organisms and biotic stimuli. Notably, protein phosphorylation and developmental processes, circadian rhythm were prominently downregulated at the ZT13 time point when there was no light for the *Cyc* KO line. Additionally, cellular response to stress, metabolic pathways and DNA damage repair pathways were predominantly downregulated in the presence of light at ZT1, ZT5, and ZT9 in the *Cyc* KO line.

### Sensory perception and stimulus response

GO enrichment analyses of DEGs revealed arrhythmically expressed upregulated genes at all time points related to sensory perception (GO:0007600) and visual perception (GO:0007601), as well as nervous system processes (GO:0050877), which were enriched (Supplementary file 1: Table S4). Specifically, genes such as AAEL005621 (long wavelength-sensitive opsin), AAEL005625 (long wavelength-sensitive opsin), AAEL000596 (myosin), AAEL004006 (acetylcholine receptor protein alpha 1, 2, 3, 4 invertebrate), AAEL011174 (gustatory receptor Gr11), and AAEL000075 (gustatory receptor Gr9) were involved. Additionally, genes involved in the G-coupled receptor signaling pathway (GO:0007186) and detection of external stimuli (GO:0009581) were enriched, including AAEL000266 (GPCR Orphan/Putative Class A Family), AAEL000851 (G-protein coupled receptor), and AAEL007372 (GPCR GABA B Family). Furthermore, genes related to odorant binding proteins (GO:0005549), such as AAEL002587 (OBP11), AAEL002591 (OBP13), AAEL002617 (OBP12), AAEL005680 (Odorant receptor), and AAEL008013 (OBP38), etc., were differentially expressed at all time points arrhythmically in *AeCyc*^-/-^.

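Of the 9 sensory perception genes of Table S4, 6 of 6 tested were higher in KO at ZT1, 5 of 7 at ZT5, 2 of 6 at ZT9 and 4 of 6 at ZT13, where 1 was lower. Of the 11 genes of nervous system process, 8 of 8 were higher at ZT1, 7 of 9 at ZT5, 3 of 8 at ZT9 and 4 of 8 at ZT13, where 1 was lower. Without the library that carries 2 labels, the sensory perception genes that were higher numbered 1 at ZT9 and 6 at ZT13, and those of nervous system process 2 and 7. In that setting 1 gene of each list was lower at ZT13, so that more than 6 sensory perception genes were tested there. Adjusted over the list alone with all libraries, the higher genes at ZT13 numbered 5 and 6, which are not independent evidence because the lists were chosen on these libraries. The paper's adjusted p for sensory perception among genes higher at ZT1 is 1 in Supplementary file S6, and that for visual perception is 0.452.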

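AAEL005621 had 7.23 ± 3.55 CPM in KO and 0.697 ± 0.535 CPM in WT at ZT5 (SD, n = 6 each), a log2 fold change of 3.34 (standard error 0.49, adjusted p = 4.96e-04) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was also called higher at ZT1 (adjusted p = 0.00592), ZT9 (adjusted p = 0.0440) and ZT13 (adjusted p = 0.0106). AAEL005625 passed the low-count filter at ZT5 alone, with a log2 fold change of 3.97 (standard error 0.48, adjusted p = 6.95e-05). AAEL004006 was higher in KO at ZT1, ZT5 and ZT9 with log2 fold changes of 1.27, 2.15 and 1.68, and at ZT13 its change of 1.10 (standard error 0.39, adjusted p = 0.0674) was not called. AAEL000596 was called at ZT9 alone, with a log2 fold change of 0.61 (standard error 0.11, adjusted p = 9.63e-04). AAEL011174 was called higher at ZT1, ZT9 and ZT13 and not at ZT5 (adjusted p = 0.157). AAEL000075 lay below the low-count filter at all 4 time points, with means of 0.131 CPM or less. DESeq2, with its own filter, called AAEL000075 at ZT1 (adjusted p = 0.0143), and AAEL005625 at ZT1, ZT5, ZT9 and ZT13 (adjusted p = 1.14e-04, 1.26e-16, 0.00345 and 5.20e-05).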

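AAEL000266 was called higher in KO at ZT9 alone, with a log2 fold change of 0.60 (standard error 0.21, adjusted p = 0.0398) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. AAEL000851 was called at ZT9 alone as well (log2 fold change 0.31, standard error 0.10, adjusted p = 0.0217), as was AAEL007372 (log2 fold change 0.65, standard error 0.14, adjusted p = 0.00409). The interaction test did not show that their KO effect differed between time points (adjusted p = 0.518, 0.683 and 0.363). Of the 25 genes of G protein-coupled receptor signaling in Table S4, 23 were higher in KO at ZT1, 14 at ZT5, 7 at ZT9 and 9 at ZT13, with 4 at ZT9 and 9 at ZT13 without the library that carries 2 labels. This list too was chosen by the paper on these libraries.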

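AAEL002587 had a log2 fold change of 0.37 (standard error 0.08, adjusted p = 0.00203) at ZT1 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and was not called at ZT5, ZT9 or ZT13 (adjusted p = 0.272, 0.421 and 0.0631). It was called at ZT13 without the library labelled KO ZT13 replicate 1 (adjusted p = 0.0141). AAEL002591 was higher in KO at ZT1 (log2 fold change 0.72, standard error 0.27, adjusted p = 0.0401) and lower at ZT5 (log2 fold change -0.66, standard error 0.21, adjusted p = 0.0257). AAEL002617 and AAEL008013 were called at ZT1 alone, with log2 fold changes of 0.72 and 1.16. AAEL005680 lay below the low-count filter at all 4 time points, with means of 0.389 CPM or less, and DESeq2 called it at ZT1 alone (adjusted p = 0.0292).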

### Immune response

The GO enrichment analyses for DEGs arrhythmically expressed at ZT5, ZT9 and ZT13 showed that genes involved in immune pathways (Supplementary file 1: Table S4), such as AAEL007619 (Toll-like receptor), AAEL013441 (Toll-like receptor), AAEL009474 (Peptidoglycan Recognition Protein), AAEL003841 (Defensin-A), AAEL029047 (cecropin), and AAEL003389 (attacin), were upregulated rhythmically in *AeCyc*^-/-^.

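Of the 14 immune response genes of Table S4, 13 were higher in KO at ZT1, 7 at ZT5, 6 at ZT9 and 5 at ZT13, and 1 was lower, at ZT5. Of the 12 innate immune response genes, 12, 6, 6 and 4 were higher from ZT1 to ZT13 and none was lower. The paper chose both lists on these libraries, so that the counts are not independent evidence. In the paper's enrichment test of genes higher at ZT1, the adjusted p is 0.0771 for immune response and 0.0587 for innate immune response. Leaving out the library that carries 2 labels gave 6 and 6 higher genes in the 2 lists at ZT9, and 10 and 9 at ZT13. AAEL007619 was higher in KO at ZT1, ZT5 and ZT9 with log2 fold changes of 0.48, 0.37 and 0.60, and at ZT13 its change of 0.33 (standard error 0.11, adjusted p = 0.0530) was not called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without the library labelled KO ZT13 replicate 1 it was called at ZT13 (adjusted p = 2.28e-05), and DESeq2 called it with all libraries (adjusted p = 0.0262). AAEL013441 was higher at ZT1, ZT5 and ZT9 with 0.42, 0.36 and 0.34. AAEL009474 was not called at any time point. AAEL029047 was not called by edgeR, with 17.2 ± 27.2 CPM in KO and 1.33 ± 0.596 CPM in WT at ZT13, where DESeq2 called it higher (adjusted p = 0.00410). The library that carries 2 labels held 31.5 CPM of it, and without it the edgeR log2 fold change was 3.46 at ZT13 (adjusted p = 0.0732), again not called. DESeq2 called it lower in KO at ZT5 (adjusted p = 0.0160). AAEL003389 passed the low-count filter at ZT1 alone and was not called there (adjusted p = 0.851), and DESeq2 called it lower in KO at ZT5 (adjusted p = 0.00115). AAEL003841 lay below the filter throughout, with means of 0.0208 CPM or less.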

### Enrichment map

The biological processes affected by the up and downregulation of genes at different time points in a LD cycle were investigated, revealing a complex interplay between the circadian clock and other biological pathways in mosquitoes. The GO enrichment map analysis indicated that both up and downregulation of genes significantly impacted cellular and metabolic processes in mosquitoes (Fig. 9A and B). The BP enrichment map for upregulated genes highlighted a decrease in cellular metabolic processes, cellular macromolecule localization, immune system response, respiratory electron transport chain, synaptic signaling, ion transmembrane transport, etc. These clusters of functional groups correlated with differentially expressed genes mentioned in the heatmap and GO enrichment analysis. Interestingly, our results revealed that biological processes continued to function throughout the day. Specifically, at ZT1 (violet), ZT5 (green), and ZT9 (orange), there was extensive physiological activity observed during the day compared to ZT13 (magenta). It's noteworthy that the biological processes would remain operational in *AeCyc*^-/-^ under LD conditions without significant fitness defects.

**Fig. 9:**
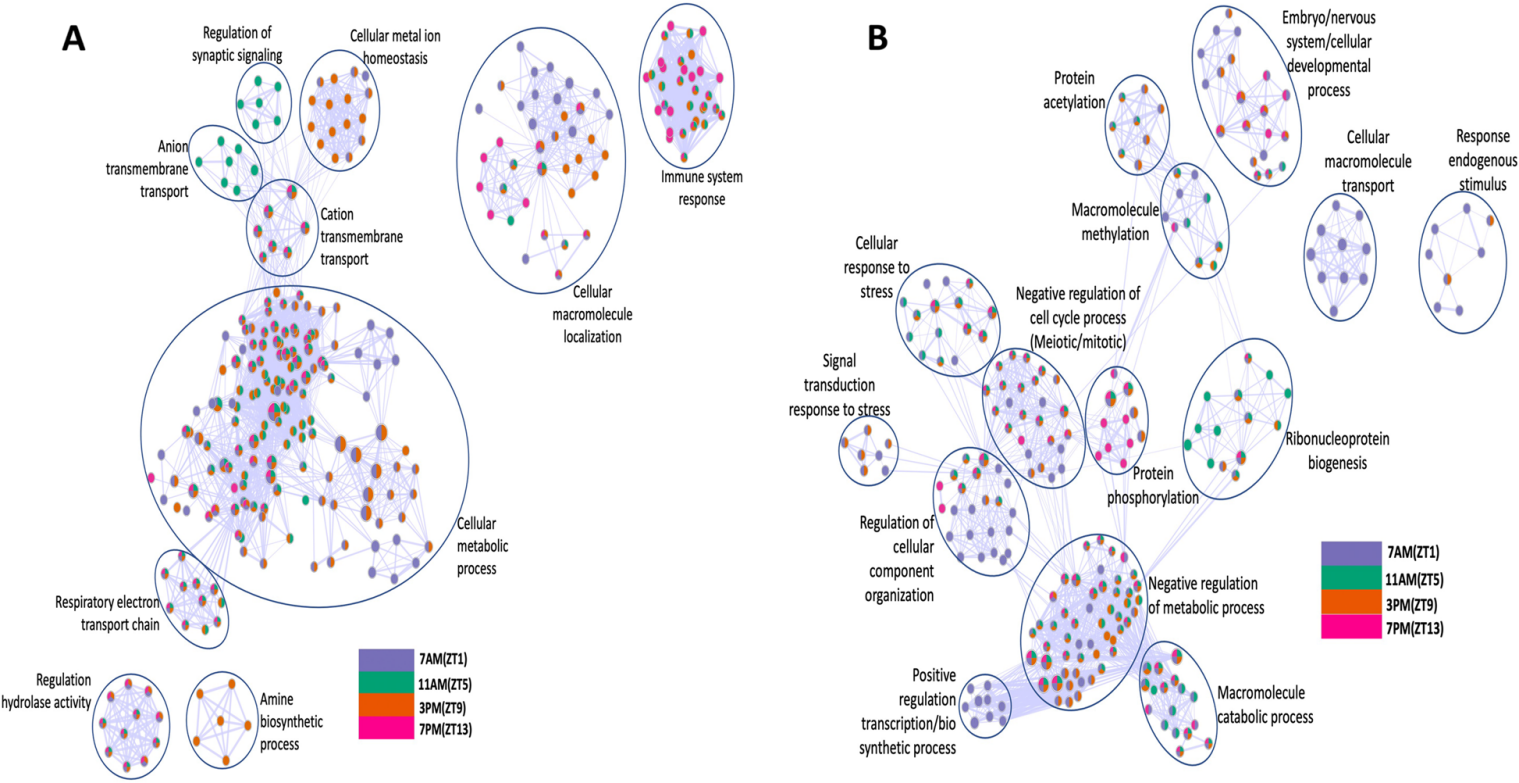
GO enrichment map of biological processes for differentially expressed **A**). up regulated genes **B**). down regulated genes. The enrichment network shows the pathway/gene ontology (GO) -biological processes (BP) gene sets (nodes) that are significantly associated (false discovery rate <0.05) with *AeCyc*^*-/-*^. The node color refers to the association with the different time points in a LD cycle; node size is proportional to the gene-set size. Edges connect related pathways/GO-BPs. Edge thickness is proportional to the similarity between 2 pathway/GO-BP

For downregulated genes, the BP enrichment map showed enrichment related to various cellular and developmental processes (Fig. 9B). Specific clusters highlighted genes involved only at ZT1 and ZT9 time points, such as response to endogenous stimulus, signal transduction response to stress. Furthermore, gene sets from ZT1 largely showed in most biological clusters, such as cellular macromolecule transport, positive regulation of transcription, and regulation of cellular component organization. Negative regulation of metabolic and cell cycle processes was observed in all time points, predominantly during the daytime.

## Discussion

The present study investigated the impact of knockout of the core clock gene *cycle* on gene expression patterns and functional processes that provide valuable insights into the transcriptional regulation and rhythmic gene expression in *Ae. aegypti* mosquito's physiology and behavior. The study utilized transcriptome profiling and differential gene expression analysis to identify genes that are rhythmically expressed in response to the circadian clock and those specifically affected by the absence of the *Cyc* gene.

One of the key findings of this study is the identification of rhythmic genes that are independent of a functional clock, referred to as system-driven genes (Fig. 2A). These genes exhibit lower amplitudes and a bimodal phase distribution, suggesting that they are regulated by other biological mechanisms, possibly through the integration of different environmental cues. This echoes findings in other insects, like Drosophila and *Anopheles gambiae*, where a significant portion of rhythmic genes were found to be independent of the core circadian clock [2]. The identification of these system-driven genes in *Ae. aegypti* expands our comprehension of the intricate regulatory networks governing the mosquito's biology. The presence of system-driven rhythmic genes in *Ae. aegypti*, particularly enriched in pathways such as ribosome, oxidative phosphorylation, ubiquitin-mediated proteolysis, and Wnt signaling, unveils a nuanced temporal regulation of cellular processes. Notably, in the absence of the canonical circadian cycle gene *AeCyc*^-/-^, certain circadian core clock genes persist in rhythmicity, suggesting a potential influence of system-driven genes on circadian maintenance. These findings resonate with insights from diverse organisms, exemplified by wild-type monarch butterflies, highlighting temporal coordination in key enzyme-encoding genes related to glucose, trehalose, and glycogen metabolism [12]. Similar patterns in Antarctic krill [13] and Drosophila heads [14] suggest a homeostatic mechanism ensuring rhythmic fuel production. In monarchs, a proposed mechanism involving pyruvate conversion in brain glial cells suggests a strategy for neuronal fuel supply during the active phase, emphasizing the intricate nature of circadian regulation in glucose metabolism [12]. Furthermore, in mice liver, circadian regulation in glucose-related genes, transcription, glycogen metabolism, phosphorylation, and Wnt signaling underscores the broader impact of circadian rhythms on metabolic processes. The observed differential expression of glucose-related genes in the muscle clock further highlights circadian regulation's centrality in governing glucose metabolism [15]. The identification of enriched pathways in *Ae. aegypti*, coupled with the context of *AeCyc*^-/-^ and the persistence of rhythmicity in specific core clock genes, underscores the conserved and intricate nature of circadian regulation in metabolic processes. These findings lay a robust foundation for understanding the molecular mechanisms governing rhythmic gene expression and their physiological implications across diverse organisms, advancing our comprehension of the intricate interplay between system-driven and circadian-driven rhythmicity.

Another important finding is the impact of the *Cyc* knockout on the expression of circadian clock genes. The loss of *Cyc* resulted in the arrhythmic expression of essential clock genes, such as *Clk*, *Cry1*, and *Cry2*. However, *Per* and *Vri* maintained rhythmic expression, albeit with lower amplitudes and significantly reduced levels at ZT13. Additionally, other clock genes such as *Tim*, *Pdp1*, and *Cwo* maintained rhythmic expression without any significant differences. This profile aligns with our earlier study on *AeCyc*^-/-^ induced endogenous clock genes expression, also substantiating the connection between disrupted clock genes and shifts in *Ae. aegypti* mosquito's fitness, feeding behavior, mating, and daily rhythms [16]. The differential gene expression analysis between *Cyc*^*-/-*^ and wild-type mosquitoes revealed thousands of genes that are differentially expressed at distinct time points in a light-dark cycle. These findings indicate that the absence of *Cyc* not only affects the core clock machinery but also has widespread effects on the mosquito's transcriptome. Many of the differentially expressed genes were associated with metabolic processes, signaling pathways, and immune responses emphasizing the indispensable role of the circadian clock in orchestrating the mosquito's physiological landscape. It's worth mentioning that the earlier study demonstrated that AeCYC^−/−^ was unable to form a functional heterodimer with CLK [11]. In Drosophila melanogaster, CYC/CLK heterodimer plays an essential role in the core circadian feedback loop that triggers the transcription of *per* and *tim* [17]. This concurs with recent findings that disrupted circadian neuronal circuits in *Ae. aegypti* exhibit substantially reduced PER protein levels under constant light conditions [3]. These findings highlight that *tim* and *per* expression peaks during the early night, instigated by the feedback loop of the CYC/CLK heterodimer [17]. Our present transcriptomic analysis of *AeCyc*^*-/-*^ validate the earlier endogenous circadian clock genes expression findings in *AeCyc*^*-/-*^ line [11], a significant reduction in *per* expression at ZT 13 becomes evident in *AeCyc*^-/-^ compared to WT during the early night. This confirms that despite the absence of the CYC/CLK heterodimer activator in *AeCyc*^-/-^ mosquitoes, which led to reduced expression of *per* and *tim* genes, their expression persisted, suggesting the existence of alternative mechanisms in the absence of the CYC/CLK heterodimer activator.

The GO enrichment analysis further supported the importance of the circadian clock in regulating various biological processes in *Ae. aegypti*. The enrichment of genes involved in DNA topological change, metabolic processes, and protein phosphorylation in *AeCyc*^-/-^ specific rhythmic genes underscores the clock's pivotal role in coordinating cellular activities and environmental responses. The KEGG pathway enrichment analysis further revealed that the Fanconi anemia pathway, MAPK signaling pathway, and ubiquitin-mediated proteolysis were among the most enriched rhythmic pathways in the *AeCyc*^-/-^ specific *Ae. aegypti*. This parallels findings in *D. melanogaster* where the p38 MAP Kinase of the MAPK pathway is a core element of the circadian clock and a player in stress-input pathways [16]. Similarly, in mammalian cells, MAPKs exhibit diverse roles in circadian clock functioning, acting as circadian oscillators via BMAL1/CLK complex phosphorylation [18]. The current study spotlights that the MAPK pathway and circadian rhythm pathways in *AeCyc*^-/-^ are downregulated throughout the LD cycle, particularly at ZT1, ZT9, and ZT13. On the flip side, the enrichment of fatty acid biosynthesis, longevity-regulating pathways, and metabolic pathways in WT-specific rhythmic genes indicates the clock's involvement in lipid metabolism and longevity regulation. The outcomes of this study also illuminate the mosquito's sensory perception and stimulus response. Differential gene expression analysis reveals upregulated genes involved in visual perception, the G-coupled receptor signaling pathway, odorant binding proteins, and the detection of external stimuli. These findings suggest that the circadian clock might influence the mosquito's ability to detect and respond to environmental cues such as light and odorants. Notably, several OBPs upregulated such as OBP11, OBP12, OBP13, OBP22, and OBP38, exhibited upregulation at ZT1 and ZT9, with subsequent multiple OBPs upregulated at ZT5 in light phase. 

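The paper chose the odorant binding list of Table S4 on these libraries, so that the counts here are not independent evidence. Of its 17 genes, 15 passed the low-count filter. Of these, 14 were higher and 1 lower in KO at ZT1, 7 higher and 1 lower at ZT5, 9 higher and 1 lower at ZT9, and 1 higher and 0 lower at ZT13. Without the library labelled KO ZT13 replicate 1, 5 were higher and 1 lower at ZT13. The interaction test called none of them.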

Interestingly, only two odorant binding proteins were upregulated at ZT13 (Supplementary file 3). In line with previous findings, *AeCyc*^-/-^ mosquitoes demonstrate sustained flight activity throughout the light phase, deviating from the typical bimodal pattern seen in wildtype mosquitoes. The *AeCyc*^-/-^ mosquitoes exhibited an overall increase in activity, with a minor peak at ZT0 and a prominent peak towards the end of the light phase. Additionally, during the dark phase, *AeCyc*^-/-^mosquitoes predominantly became inactive, mirroring the behavior of wildtype mosquitoes [11]. These outcomes suggest a disruption in the controlled expression of OBPs, which typically exhibits a bimodal pattern regulated by the circadian clock in *AeCyc*^-/-^mosquitoes. Previous research emphasized the intricate interplay between clock-derived and photic signals in regulating OBPs [2]. In insects, antennal clocks are believed to modulate olfactory reception within the antennae themselves [19, 20], with limited evidence suggesting a direct influence on brain mechanisms [21]. Particularly, OBP22, which demonstrated consistent upregulation throughout the LD cycle, was identified as crucial for flight activity and blood-feeding in *Ae. aegypti* [22]. 

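AAEL005772, which Table S4 names OBP22, had 17.1 ± 5.02 CPM in KO and 10.2 ± 3.41 CPM in WT at ZT1 (SD, n = 6 each). Its log2 fold change was 0.75 (standard error 0.26, adjusted p = 0.0318) at ZT1, 0.57 (standard error 0.17, adjusted p = 0.0242) at ZT5, 0.56 (standard error 0.20, adjusted p = 0.0447) at ZT9 and 0.88 (standard error 0.24, adjusted p = 0.0271) at ZT13, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.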

Intriguingly, our prior study revealed that *AeCyc*^-/-^mosquitoes exhibited a reduced response to human host odor. However, the current whole-body transcriptomic profiling failed to detect any specific downregulation of OBPs correlated with host odor response. Therefore, an antennal-specific transcriptomic analysis of the *AeCyc*^-/-^ line is warranted to gain further insights into the role of clock-modulated chemosensory gene expression. However, interestingly, the identified differential upregulation in pathways related to proton transport, oxidative phosphorylation, and the electron transport chain aligns with previous findings in insects, particularly mosquitoes. Insects, including mosquitoes, rely heavily on precise regulation of energy metabolism to support their diverse activities, ranging from flight to reproductive processes. Studies in mosquitoes have demonstrated the significance of these pathways in orchestrating energetic balance. For instance, research on *Ae. aegypti* mosquitoes has highlighted the importance of oxidative phosphorylation in meeting the energy demands associated with flight and other essential physiological functions [23]. Additionally, investigations into the circadian regulation of metabolic pathways in *Anopheles gambiae*, another important mosquito species, have indicated the involvement of proton transport and electron transport chain components [24]. The potential impacts of the observed differential gene expression on locomotor activity profiles in the context of wild-type (WT) and *AeCyc*^-/-^mosquitoes resonate with broader studies on circadian rhythms and behavior in insects. Previous work in Drosophila has revealed intricate connections between the circadian clock, energy metabolism, and locomotor activity [25]. These insights provide a valuable framework for understanding how disruptions in the circadian clock, as observed in *AeCyc*^-/-^ mosquitoes, might influence energy-related pathways and subsequently impact behavioral patterns. Hence, this differential expression of genes involved in enrichment of pathways such as proton transport, oxidative phosphorylation, and the electron transport chain in energy metabolism offers a unique perspective on the potential repercussions for locomotor activity profiles, drawing parallels with established knowledge in insect physiology and circadian regulation.

Additionally, our present study reveals differential gene expression in various visual and sensory perception genes, including long-wavelength opsins. Similar rhythmic expression of opsins has been observed in several insects, including mosquitoes, where opsins play a role in regulating the circadian clock in a light-dark cycle [2, 26, 27]. The entrainment pathway for environmental cues (photoreceptor), the central oscillator (central clock), and the output pathway translating information into behavioral and physiological rhythms [28] all contribute to the regulation of retinal physiology by the circadian clock, as indicated by the extensive targeting of genes involved in phototransduction and development [29]. The upregulated expression of clock genes without rhythm in *AeCyc*^*-/-*^ mosquitoes in this study might also influence the expression of long-wavelength-sensitive opsins. Notably, in zebrafish, functional *Clock* gene expression, a key component of the central circadian pacemaker, maintains the circadian rhythm of LC opsin mRNA expression through cyclic adenosine monophosphate (cAMP)-dependent signaling pathways [30]. Given the substantial variations in ambient light between day and night, organisms must adjust their visual systems' sensitivity to cope [31]. In the context of mosquitoes, multiple genes in the visual transduction pathway display rhythmic expression [2, 24], corresponding to elevated nocturnal rhodopsin levels in the eye [32]. Similarly, Anopheles mosquitoes, which are nocturnal host-seekers, elevate their olfactory system activity at night. It was demonstrated that gene expression and protein levels of odorant binding proteins (OBPs) peak around dusk, while heightened olfactory sensitivity to hydrophobic compounds during the night [2, 24]. The regulation of olfactory responses by G protein-coupled receptor kinases (GPRKs) and odorant receptors (ORs) is well-established in Drosophila, where their expression and functions are influenced by the circadian clock [33]. Olfaction is crucial for mosquitoes, enabling the detection of blood-feeding hosts, sources of sugar feeding, and suitable oviposition sites [34, 35].

Furthermore, the enrichment of immune-related genes in the DEGs at specific time points underscores the circadian clock's potential influence on the mosquito's immune response. This aligns with studies in other insects, linking circadian rhythms with immune functions [36]. The GO enrichment analyses for differentially expressed genes (DEGs) at ZT5, ZT9, and ZT13 provide intriguing insights into the temporal regulation of immune pathways in *AeCyc*^*-/-*^ mosquitoes. The arrhythmic expression of immune-related genes like Toll-like receptors, Peptidoglycan Recognition Protein, Defensin-A, cecropin, and attacin in *AeCyc*^*-/-*^ mosquitoes, compared to wildtype *Ae. aegypti*, extends our comprehension of the impact of disrupted circadian rhythms on vector competence. This aligns with the established role of the circadian clock in modulating diverse physiological processes, including immune responses [36]. Synthesizing these results with earlier studies enriches our grasp of how disrupted circadian rhythms influence vector competence. Prior studies underscored the rhythmic expression of immune genes in mosquitoes and their potential impact on malaria infection modulation [24, 37, 38]. This rhythm intricately intertwines with the circadian clock, which synchronizes physiological activities with the external environment [39] The circadian clock ensures that activities like feeding, metabolism, and immunity harmonize with the day-night cycle. The rhythmic expression of immune genes, including Imd and melanization pathway participants, optimizes the mosquito's ability to ward off pathogens at specific times of the day with higher exposure potential [2]. However, our study's findings, displaying disrupted rhythms in immune gene expression in *AeCyc*^*-/-*^ mosquitoes, signify that an absent functional circadian clock could upset immune response regulation, carrying weighty implications for vector competence. The discovery of immune gene arrhythmic expression in *cycle* knockout *AeCyc*^*-/-*^ mosquitoes establishes a crucial bridge between perturbed circadian rhythms and altered vector competence. Integrating these findings with the earlier study's insights on immune rhythms, ROS detoxification, and gut microbiota, a more comprehensive picture emerges of how circadian clock disruption impacts the mosquito's ability to transmit vector borne diseases [40, 41].

## Conclusions

In summary, this study comprehensively examines the *Cyc*^-/-^ *Ae. aegypti* transcriptome, revealing responses to circadian clock influence, including the discovery of system-driven genes operating independently of the core clock machinery. The disruption of the *Cyc* gene triggers a cascade of gene expression changes, affecting essential clock genes, metabolic processes, signaling pathways, and immune responses, with a notable GO enrichment in odorant binding proteins, accentuating the clock's impact on sensory perception. Moreover, disrupted circadian clocks link to altered mosquito host-seeking behavior, evidenced by altered *AeCyc*^*-/-*^ locomotor activity pattern and reduced response to human host odor during peak hours [11], implying significant consequences for vectorial capacity [42, 43]. This emphasizes the significance of the circadian clock and its role in shaping the mosquito's ability for disease transmission. These insights into the molecular basis of daily rhythms provide valuable perspectives for mosquito biology and control research.

## Materials and methods

### Mosquito rearing

*Ae. aegypti* (Liverpool strain) wildtype and *cycle* knockout lines were reared under controlled laboratory conditions at a temperature of 27 °C and a relative humidity of 60-70%. The mosquitoes followed a 12:12 h light/dark cycle, which included 1-hour transitions for dawn and dusk. Eggs were hatched in deionized water, and the resulting larvae were provided with daily feedings of ground Tetramin® fish food. Adult mosquitoes were offered cotton balls soaked in a 10% sucrose solution. Adult females were fed on defibrinated sheep blood provided through an artificial membrane feeder.

### Sample preparation and RNA extraction

A total of six replicates (*n*= 10 mosquitoes per replicate) for both the wildtype control group and the *AeCyc*^-/-^ group mosquitoes were collected five days after emergence at four different time points in a day/light cycle i.e. ZT1, ZT5, ZT9 and ZT13.

Female mosquitoes were immobilized by placing them at −20°C for about a minute, transferred to petri-plates on ice and immediately stored in RNAlater***®*** Ice (Ambion). Samples were stored at −80°C and RNA extraction was carried out for all samples within 48 h. Total RNA was isolated from each sample using miRNeasy (Qiagen) columns using the protocol provided by Qiagen. A Qubit fluorometer (Life Technologies) was used to quantify RNA initially, as well as a NanoDrop spectrophotometer (Thermo Scientific) followed by a quality assessment with an RNA Pico LabChip analysis on an Agilent BioAnalyzer 2100 (Agilent Technologies) by the Agrilife Genomics Center at Texas A&M University. Messenger RNA was enriched from about 1 μg of total RNA using the Poly-A enrichment method and cDNA libraries were prepared using an Illumina TruSeq RNA Library kit (Illumina). Preparation and sequencing of libraries were both performed at the AgriLife Genomics core facility at Texas A&M University, College Station, Texas. All libraries were sequenced over two lanes of Illumina Novaseq 6000 platform running in high output mode and generating 50 bp paired end reads. A sequencing depth of approximately 80 million paired end reads per sample was generated for each replicate and used for further analysis.

### RNA sequence analysis

The resulting sequences were evaluated for quality using FastQC (version 0.11.9.). Paired end adaptors were trimmed using TrimGalore v.0.6.6. The *Ae. aegypti* genome sequence (version: AaegL5_2) from Vectorbase was used for mapping and alignments by HISAT2 (version 2.2.1). Raw read indexing and sorting alignments were performed using SAMtools (version 1.11) and count files were generated using HTseq (version 0.11.3). High performance computing resources at Texas A&M University (http://hprc.tamu.edu) were used for quality control analyses, reference-based read alignment and generating count files.

### Statistical and differential gene expression analyses

Tests for differential expression were performed in the R package DESeq2 in order to identify upregulated/downregulated genes. The Benjamini-Hochberg approach was used to adjust *P*-values for multiple testing. For the selection of differentially expressed (DE) genes, we used a false discovery rate (FDR) adjusted *p*-value (i.e., q-value) of < 0.05. For the analysis of rhythmicity from time-series gene expression analysis for two different conditions (*AeCyc*^-/-^ and WT), we used *dryR* (for Differential Rhythmicity Analysis in R: https://github.com/naef-lab/dryR) to assess differential rhythmicity [15]. Count files were used to estimate changes in the parameter amplitude (log_2_ fold-change peak-to-trough), phase (time of peak), and mean expression levels for datasets via *dryR*.

### Gene ontology analysis and enrichment map

Gene ontology analysis was performed for rhythmic genes from *AeCyc*^-/-^ and WT specific, also both up and down regulated DEGs using ShinyGO 0.77/ gProfiler using significance threshold to Benjamini-HochBerg FDR to < 0.05. Gene Ontology category, BP:biological process, MF: molecular function and CC: cellular component, KEGG pathway were generated. A gene set size or pathway size minimum 10 and maximum 500 filtered to exclude gene-sets more than 500 genes. A graphical display of gene-sets that passed the significance threshold of 0.05 for the gene-set databases that we have selected, GO Biological process (GO:BP) and KEGG Pathway. Both up and down regulated genes were used to produce enrichment maps using Cytoscape (v3.9.1). GO enrichment gmt files were generated from gProfiler (https://biit.cs.ut.ee/gprofiler/gost) used to visualize the enrichment map using Cytoscape. Gene-sets were grouped according to their mutual overlap, and clusters were manually circled and labeled to highlight the impact of *AeCyc*^-/-^ on the prevalent biological functions among related gene-sets at different time points in a LD cycle.

### Supplementary Information

**Additional file 1:** **Table S1.** Summary statistics of sequencing data for AeCyc-/-and WT transcriptome analysis including mapping totals, Q20 and GC percentage. **Table S2.** Differentially expressed up and down regulated genesshowing from volcano plot at four different time points in a LD cycle. **Table S3.** Differentially expressed genes in a heatmap (>5-fold change) at four different time points in a LD cycle. **Table S4.** Differentially expressed genes GO enriched at four different time points in a LD cycle, specifically for GO:BP, Sensory perception (GO:0007600), Nervous System Process (GO:0050877), G protein-coupled receptor signaling pathway (GO:0007186), Odorant binding (GO:0005549), Immune response (GO:0006955), etc. **Figure S1.** Gene ontology (GO) enrichment analysis for rhythmically differentially expressed genes in *Cyc* KO-specific and WT-specific groups. (A) Enriched GO term biological processes for *Cyc* KO-specific genes. (B) Enriched KEGG pathways for *Cyc* KO-specific genes. (C) Enriched GO term biological processes for WT specific genes. (D) Enriched KEGG pathways for WT specific genes. Only the top 20 were shown. The *x*-axis represents the proportion of genes that belong to a given functional category to the total number of differentially expressed genes. *p*-values were corrected using the Benjamini–Hochberg method.

**Additional file 2:** **Supplementary file S5.** Model results of differential rhythmicity in time-series gene expression for two conditions Cyc KO and WT. **Supplementary file S5.1.** Cyc KO specific genes showed differential rhythmicity. **Supplementary file S5.2.** WT specific genes showed differential rhythmicity. **Supplementary file S5.3.** GO enrichment anlysis for Cyc KO specific genes. **Supplementary file S5.4.** GO enrichment anlysis for WT specific genes.

**Additional file 3:** **Supplementary file S6.** GO enrichment analysis for up regulated genes at ZT1 time point. **Supplementary file S7.** GO enrichment analysis for up regulated  genes at ZT5 time point. **Supplementary file S8.** GO enrichment analysis for up regulated  genes at ZT9 time point. **Supplementary file S9.** GO enrichment analysis for up regulated  genes at ZT13 time point.

**Additional file 4:** **Supplementary file S10.** GO enrichment analysis for down regulated  genes at ZT1 time point. **Supplementary file S11.** GO enrichment analysis for down regulated  genes at ZT5 time point. **Supplementary file S12.** GO enrichment analysis for down regulated  genes at ZT9 time point. **Supplementary file S13.** GO enrichment analysis for down regulated  genes at ZT13 time point.

## Data Availability

The datasets generated and analyzed during the current study are available in the Gene Expression Omnibus (GEO) repository GEO accession: GSE241953**.**

## Abbreviations

*AeCyc*^-/-^: *Aedes aegypti cycle* homozygous knock out line
bp: Base pair
BP: Biological process
cAMP: Cyclic adenosine monophosphate
CC: Cellular component
Clk: Clock
Cry1: Cryptochrome-1
Cry2: Cryptochrome-2
Cwo: Clockworkorange
Cyc: Cycle
DE: Differential expression
DEGs: Differentially expressed genes
FDR: False discovery rate
GO: Gene Ontology
GPCR: G-Protein coupled receptors
GPRKs: G protein-coupled receptor kinases
Imd: Immune deficiency
KEGG: Kyoto Encyclopedia of Genes and Genomes
KO: Knock out
LD: Light and dark
MAPK: Mitogen-activated protein kinase
MF: Molecular function
OBPs: Odorant binding proteins
ORs: Odorant receptors
Pdp1: Par domain protein 1
Per: Period
ROS: Reactive oxygen species
Tim: Timeless
Vri: Vrille
WT: Wildtype
ZT: Zeitgeber

# Supplementary material for: Effects of circadian clock disruption on gene expression and biological processes in Aedes aegypti
**Source:** BMC Genomics. 2024 Feb 13;25:170. doi: 10.1186/s12864-024-10078-8
**Supplement:** Supplementary file 1 — Additional file 1: Table S1. Summary statistics of sequencing data for AeCyc-/-and WT transcriptome analysis including mapping totals, Q20 and GC percentage. Table S2. Differentially expressed up and down regulated genesshowing from volcano plot at four different time points in a LD cycle. Table S3. Differentially expressed genes in a heatmap (>5-fold change) at four different time points in a LD cycle. Table S4. Differentially expressed genes GO enriched at four different time points in a LD cycle, specifically for GO:BP, Sensory perception (GO:0007600), Nervous System Process (GO:0050877), G protein-coupled receptor signaling pathway (GO:0007186), Odorant binding (GO:0005549), Immune response (GO:0006955), etc. Figure S1. Gene ontology (GO) enrichment analysis for rhythmically differentially expressed genes in Cyc KO-specific and WT-specific groups. (A) Enriched GO term biological processes for Cyc KO-specific genes. (B) Enriched KEGG pathways for Cyc KO-specific genes. (C) Enriched GO term biological processes for WT specific genes. (D) Enriched KEGG pathways for WT specific genes. Only the top 20 were shown. The x-axis represents the proportion of genes that belong to a given functional category to the total number of differentially expressed genes. p-values were corrected using the Benjamini–Hochberg method.

| **Samples** | **Read length (Filtered %)** | **Total read mapped (%)** | **Q20 (%)** | **GC (%)** |
| --- | --- | --- | --- | --- |
| *AeCyc^-/-^* ZT1(7AM) | 99.5 | 98.53 | 99.47 | 47 |
| *AeCyc^-/-^* ZT5(11AM) | 99.4 | 99.10 | 99.57 | 47 |
| *AeCyc^-/-^* ZT9(3PM) | 99.5 | 99.84 | 99.47 | 47 |
| *AeCyc^-/-^* ZT13(7PM) | 99.5 | 99.54 | 99.48 | 48 |
| WT ZT1(7AM) | 99.5 | 98.84 | 99.47 | 48 |
| WT ZT5(11AM) | 99.5 | 99.90 | 99.47 | 48 |
| WT ZT9(3PM) | 99.4 | 99.52 | 99.47 | 48 |
| WT ZT13(7PM) | 99.4 | 99.43 | 99.53 | 48 |

Table S1: Summary statistics of sequencing data for *AeCyc^-/-^*and WT transcriptome analysis including mapping totals, Q20 and GC percentage.

Table S2: Differentially expressed up and down regulated genes showing from volcano plot at four different time points in a LD cycle.

Table S3: Differentially expressed genes in a heatmap (>5-fold change) at four different time points in a LD cycle.

Table S4: Differentially expressed genes GO enriched at four different time points in a LD cycle, specifically for GO:BP, Sensory perception (GO:0007600), Nervous System Process (GO:0050877), G protein-coupled receptor signaling pathway (GO:0007186), Odorant binding (GO:0005549), Immune response (GO:0006955), etc.

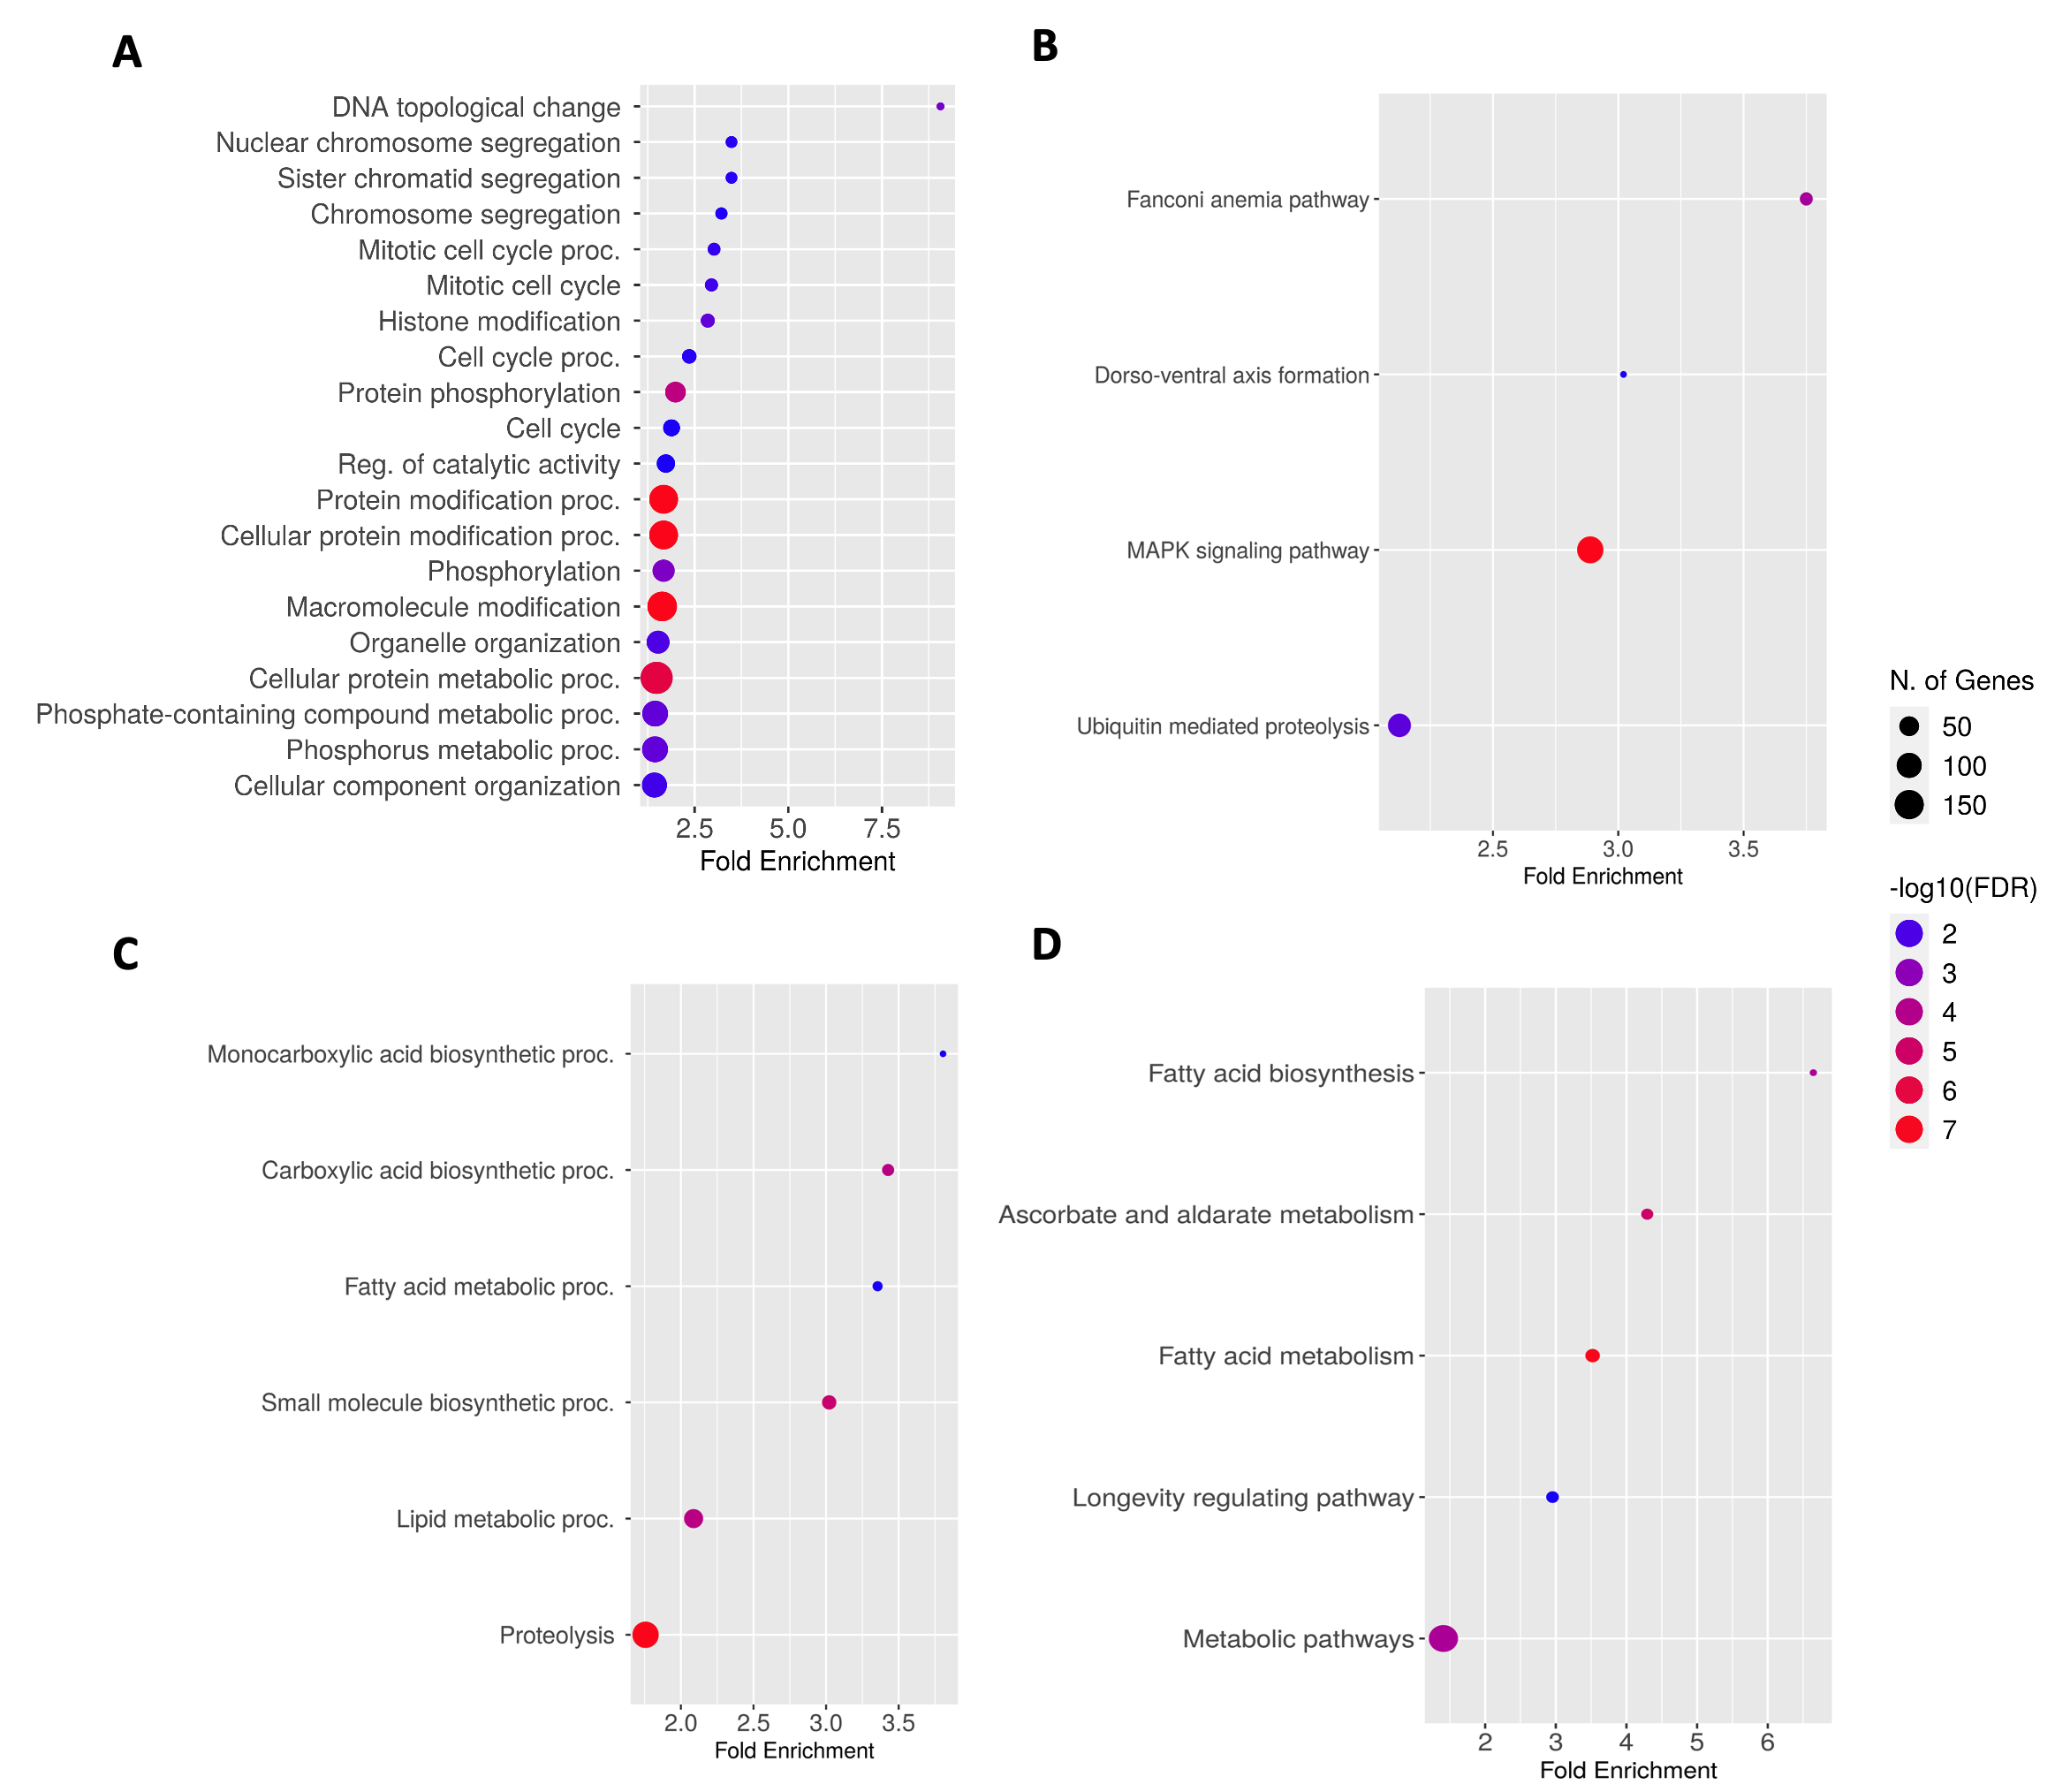

Figure S1: Gene ontology (GO) enrichment analysis for rhythmically differentially expressed genes in *Cyc* KO-specific and WT-specific groups. (A) Enriched GO term biological processes for *Cyc* KO-specific genes. (B) Enriched KEGG pathways for *Cyc* KO-specific genes. (C) Enriched GO term biological processes for WT specific genes. (D) Enriched KEGG pathways for WT specific genes. Only the top 20 were shown. The *x*-axis represents the proportion of genes that belong to a given functional category to the total number of differentially expressed genes. *p*-values were corrected using the Benjamini–Hochberg method.

How the deposited data were processed for this re-analysis (not part of the article)

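Whole females of the KO line and of the WT were collected at ZT1, ZT5, ZT9 and ZT13, in 6 pools of 10 mosquitoes per group. The authors trimmed the paired-end reads with TrimGalore, aligned them with HISAT2 to the VectorBase genome AaegL5_2, and counted them per gene with HTSeq. The deposited values are whole-number counts per gene for each of 48 libraries, without normalization. The strand option of the counting is not given in the sources used here, so that counts of overlapping genes and of near-identical copies carry that limit. The 5 summary lines, which name no gene, leave between 18.4% and 31.7% of a library's total on genes, and were left out of library sizes and tests.

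From these counts, KO was compared with WT within the 12 libraries of each time point by the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM factors, the filterByExpr filter on low counts and Benjamini-Hochberg adjustment, at an adjusted p below 0.05. The genotype by time interaction came from all 48 libraries with a mean per group. Principal components used log2 CPM with a prior count of 2 and the 500 most variable genes, with exact permutation tests of the first component over the 924 splits of 6 against 6. The same test was planned and run for the second component and is not reported, because its scores are uncorrelated with the first by construction. Rhythm used 5 models with a 24-h cosine and sine, negative binomial fits of DESeq2 1.42.0 and the lowest BIC. The paper's gene lists were tested with camera and fry of limma 3.58.1, at time points other than the one each list was taken from, against all genes and, chosen after seeing the data, against the genes called in the same direction at that time point. Of 37 lists, 7 are held here only in part and were not tested. Alternatives were DESeq2's Wald and likelihood ratio tests, its size factors in edgeR, no filter on low counts, a single fit of 48 libraries, the replicate number as a block, other scalings for principal components, a filter on rhythmic genes and libraries left out.

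On simulated counts with 200 of 11601 genes changed 2-fold at ZT1, the comparison of 6 against 6 recovered 192 and called 6 others. The interaction step recovered 176 of 200 among 12308 genes and called 8 others. The rhythm step found a rhythm in 194 of 200 genes among 2000, with the right class in 175, and in 121 of the 1800 genes made without one.

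Counts on genes per library ran from 10670669 to 33232780. The genes named are those the paper names by identifier, those of its Tables S2 and S4 where its sentence is about them, the 5 higher and 5 lower genes of largest mean change among the 924 genes called in the same direction at all 4 time points with a mean log2 CPM of at least 1 (56 others lay below that level), the 5 genes of lowest interaction p and 3 genes per rhythm class. The paper's values for its own genes had been seen when this rule was written. Of 19804 gene identifiers, 0 matched the reference table of gene names used here, so that the clock genes other than Cyc, which the paper's tables do not pair with identifiers, are not analysed here, and no coordinates are given. Names are those of the paper. Supplementary file S5 is held here for 1043 genes and was used to compare its columns with the libraries. Alternatives of the rhythm fit took the labels its headings give, or put the library it heads as WT ZT5 replicate 5 in that place. That heading stands over the library with 2 labels, among columns that match KO ZT13 libraries. The deposited WT ZT5 replicate 5 stands under the heading of WT ZT9 replicate 4, so that this replacement rests on a heading alone.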

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

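The tests of the label of the shared library and of ZT13 without it were chosen after the values had been seen. The exchange of that library at ZT1, the thinning of all libraries and the position of the WT ZT9 libraries were set before their results were seen.

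Within groups of 6 libraries, 112 sets of values were searched for a library far from the others, over gene totals, the share of reads placed more than once, the PC1 score, Cyc and 10 genes the paper names. In 21 sets a library stood apart, where chance gives about 1 in 20. Of these, 7 are the library labelled KO ZT13 replicate 1. Its gap to the nearest library as a share of the range was 0.774 for the PC1 score, 0.733 for AAEL002800, 0.997 for AAEL023559, 0.878 for AAEL025123, 0.984 for AAEL010461, 0.848 for AAEL008678 and 0.92 for AAEL012832. The same counts are deposited as WT ZT9 replicate 2. On an axis on which the WT mean is 0 and the KO mean is 1, drawn from 2613 genes that differ in the same direction at ZT1 and ZT5, this library stood at -0.0479. The other WT ZT9 libraries stood between -0.0758 and 0.125, the WT ZT13 libraries between -0.0472 and 0.0172, and the other KO ZT13 libraries between 0.770 and 1.01. These values are consistent with a WT library under a KO label. Cyc stood at 31.7 CPM in it, inside the range of KO at ZT13 and of WT at ZT9, and does not help to choose. AAEL005641 and AAEL029041 do not settle the label either: in this library they stood far above the other WT ZT9 libraries, AAEL005641 also above the other KO ZT13 libraries (18.9 CPM, against 7.06 to 15.9), and AAEL029041 varied from 0.514 to 68.7 CPM among those. Which sample was meant for KO ZT13 replicate 1 stays open.

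AAEL005641 and AAEL029041 were high in single libraries. The gap was 0.815 for AAEL005641 in KO ZT9 replicate 5 (15.1 CPM, against 4.00 to 6.05) and 0.85 in WT ZT9 replicate 2 (18.9 CPM, against 1.26 to 3.90). For AAEL029041, named a cecropin by the paper, it was 0.658 in KO ZT1 replicate 5, 0.913 in KO ZT9 replicate 5, 0.74 in WT ZT1 replicate 1 and 0.876 in WT ZT9 replicate 2 (68.0 CPM, against 0.726 to 9.05). WT ZT9 replicate 2 is the library that also carries the KO label, and no other explanation was tested for these values.

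The gene total of KO ZT13 replicate 6 was 10670669, against 25548540 to 29580968 in the other 5, a gap of 0.787. Cyc in KO ZT5 replicate 4 stood at 29.1 CPM against 32.8 to 34.2 (0.72), AAEL002800 in KO ZT1 replicate 5 at 91.8 CPM against 118 to 129 (0.703), and AAEL025123 in WT ZT9 replicate 4 at 52.8 CPM against 62.8 to 68.0 (0.657). Near the floor, AAEL010461 stood at 0.0864 CPM in KO ZT1 replicate 2 with 0 in the others (a gap of 1), and AAEL012832 stood apart in KO ZT1 replicate 2 (0.91), KO ZT5 replicate 1 (0.689) and KO ZT9 replicate 2 (0.799), each below 1 CPM. No explanation was tested for these.

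The KO effect differed between time points for 7 of the genes the paper discusses. For AAEL023559, AAEL010461 and AAEL012832 the adjusted p of the interaction in edgeR was 0.00942, 0.00464 and 0.0137, and without the library that carries 2 labels it was 0.427, 0.975 and 0.417, so that the difference rests on that library. For AAEL003211 it was 4.73e-04 (without the library 8.39e-04), for AAEL005437 7.09e-05 (1.25e-04) and for AAEL029041 0.0419 (0.0299). For Cyc (AAEL002049) it was 9.46e-08 (5.97e-07). Mislabelled samples at ZT9 are argued against for Cyc, since the highest WT ZT9 library stood at 0.125 on the axis from WT to KO, far from the KO libraries. The difference goes with a change in WT, where Cyc stood at 70.8 CPM at ZT1, 67.4 at ZT5, 30.8 at ZT9 and 40.0 at ZT13 (edgeR's F-test of time, adjusted p = 1.06e-14), while the KO means lay between 28.6 and 37.3 CPM (adjusted p = 0.0369). What lowers Cyc in WT at ZT9 was not tested.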

How the results depend on the processing

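Of 192 values of counts and shares under an alternative, 164 stayed within 1.5 times the value with all libraries or on their side of the test, and of the values for single genes and lists that passed a threshold 0 changed sign. Of 3495 values for single genes and lists, 3196 stayed on their side of the threshold, 209 lost their call and 81 gained one, and 9 counts of genes over 1 log2 unit, tallied with them, went past 1.5 times. The order of one count against another was not part of this tally. At ZT13 the genes over 1 log2 unit were 94 higher and 67 lower with all libraries, and 153 and 175 without KO ZT13 replicate 1. All called genes at ZT1 were 2809 higher and 2606 lower, and the lower ones were more in 4 of 6 alternatives. The cause was not tested unless stated.

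The count at ZT13 was 2106 with all libraries. It was 4099 without KO ZT13 replicate 1 (2141 higher and 1958 lower), and 1213 with 4 pairs of close libraries each summed (694 and 519). Of these pairs, only KO ZT13 replicates 3 and 6 lie at ZT13. The summing was chosen after seeing the data and leaves fewer libraries. Without each of the 12 libraries in turn the count at ZT13 ran from 1037 to 4099. It was 1316, 1037, 1227 and 1149 without KO replicates 2, 3, 5 and 6, and 1159, 1302 and 1309 without WT replicates 3, 5 and 6, where a group has fewer libraries and the cause was not tested. At ZT1 the range was 4753 to 5729, at ZT5 2895 to 4104 and at ZT9 2865 to 4857. Genes differing at all 4 time points were 980, and 1546 without the shared library, which was chosen after seeing the data.

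The second principal component at ZT13 held 10.5% of the variance, and 16.2% with variance-stabilised counts. The replicate block called 1273 genes at ZT13 (673 higher and 600 lower), 4903 at ZT1, 3017 at ZT5 and 3157 at ZT9. Libraries of the same number did not deviate together: over 24 pairs the correlation ran from -0.121 to 0.127, above 0.1 in 1, so that the numbers do not pair the libraries.

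The interaction gave 132 genes, and 341 by DESeq2's likelihood ratio test. The contrast of ZT13 gave 33 genes, 16 without KO ZT13 replicate 1, 17 without the shared library and 48 without WT ZT5 replicate 5. The genes over 1 log2 unit numbered 697, 581, 579 and 287 by DESeq2 against 414, 331, 351 and 161 in edgeR.

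Rhythmic genes numbered 5347, and 2875 with an adjusted p for any rhythm (KO 751, WT 416, the same rhythm 1513) and 3315 with a BIC weight of at least 0.6 (KO 1011, WT 515, same 1665, different 124), since both leave fewer genes. With the headings of Supplementary file S5 as labels, chosen after seeing the data, they numbered 8569 (same 5764, different 419).

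Of 66 tests of the paper's lists against all genes, 66 were called with camera's preset correlation, 64 with fry, 66 with DESeq2's size factors and 0 with an estimated correlation, where 8 had an unadjusted p below 0.05. The lists were chosen among genes already called at another time point, and the median of the genes called there is shifted the same way at the others, so that these calls say little about the lists themselves. Against the other genes called in the same direction at the list's time point, chosen after seeing the data, 6 of 66 were called.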

Differences from the paper's values

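The paper gives more than 503 M reads over all samples, and the deposited files sum to 4466 M reads and alignments, with a mean of 93.0 M per library against the paper's 80 M per sample. No alternative applies to this total. The second principal component holds 18.7% of the variance at ZT1 in the paper and 10.0% here, and each alternative set before the data were examined (variance-stabilised counts, all tested genes, scaled genes) also differs. At ZT5 the paper's 15.8% stands against 8.76%, with 12.9% for variance-stabilised counts and 11.6% for all tested genes within 1.5 times, and scaled genes not. At ZT9 the paper's 18.7% stands against 11.5%, and at ZT13 the paper's 21.1% against 10.5%, with variance-stabilised counts within 1.5 times (13.8% and 16.2%) and the other 2 alternatives not.

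The paper describes the genes of Fig. 4 as changed by more than 5-fold, and the figure holds about 20 at ZT1, about 21 at ZT5, about 19 at ZT9 and about 5 at ZT13, read by eye, where a fold of 5 gives 58, 43, 46 and 15 genes in edgeR and an absolute log2 fold change over 5 gives 9, 10, 8 and 0. At a fold of 5, DESeq2's Wald test gives 208, 189, 177 and 66. At an absolute log2 fold change over 5 it gives 20, 21, 19 and 5, and the alternatives without a low-count filter (24, 28, 23 and 4) and with 48 libraries in a single fit (18, 18, 18 and 5) also lie within 1.5 times.

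The paper places the most upregulated genes at ZT13. Its Table S2 lists 4, 3, 4 and 8 of them from ZT1 to ZT13, the most at ZT13, of which 4, 2, 4 and 8 carry an identifier that the deposited files hold and 2, 2, 4 and 7 were called higher here. Over all genes called higher in edgeR they numbered 2809 at ZT1 and 1129 at ZT13, and 2141 at ZT13 without KO ZT13 replicate 1. The paper states that AAEL002800 was higher at all time points but ZT13, and here it was called higher there (log2 fold change 1.54, adjusted p = 0.00697 in edgeR). It reports no similar lower genes at ZT13, and here AAEL025123 and AAEL008678 were called lower (log2 fold change -1.28 and -1.65), with AAEL023559, AAEL010461 and AAEL012832 called lower only without KO ZT13 replicate 1. The Results of the paper name OBP11, OBP12, OBP13 and OBP38 as differing at all time points, and its Discussion names them as higher at ZT1 and ZT9 and few of the family as higher at ZT13. Here all of them were higher at ZT1, none was called at ZT9, and of 15 odorant binding genes tested 14 were higher at ZT1, 9 at ZT9 and 1 at ZT13, where 5 were higher and 1 lower without KO ZT13 replicate 1. In all, AAEL002587, AAEL002617 and AAEL008013 were called at ZT1 alone and AAEL002591 at ZT1 and ZT5, by edgeR and by DESeq2 with all libraries (AAEL002587 at ZT13 as well with 48 libraries in a single fit and without KO ZT13 replicate 1), while OBP22 (AAEL005772) was called at all 4. The Results of the paper place the circadian pathway at ZT1 and ZT13 only, while its Discussion names ZT9 too and its Supplementary file S12 gives an adjusted p of 0.0367 there. Here 5 of 10 members were lower at ZT9. The paper states that most WT-rhythmic genes were affected in KO, and here 29.1% were. It places this effect above the background, and here the background was 12.3%. The order is the other way with the headings of Supplementary file S5 as labels (15.4% and 16.0%), chosen after seeing the data, and with an adjusted p for any rhythm (28.8% and 98.6%), a filter that keeps rhythmic genes. Those headings mix libraries that lie with KO and with WT, so that the first reversal says little about the order. The paper reports lower Cyc in KO, and here it was lower at ZT1, ZT5 and ZT13 and not called at ZT9. Of the immune response list of its Table S4, 13, 7, 6 and 5 of 14 genes were higher from ZT1 to ZT13, in the direction the paper gives. The lists of that table, odorant binding included, were chosen on these libraries, so that their counts are not independent evidence. Of the immune genes it names as higher, AAEL007619 and AAEL013441 were called higher by edgeR at ZT1, ZT5 and ZT9. AAEL009474 was called at no time point with all libraries by edgeR or DESeq2. It was called at ZT9 without WT ZT9 replicate 2, a setting chosen after seeing the values. AAEL029047 was called by DESeq2 and not by edgeR, higher at ZT13 and lower at ZT5. AAEL003389 was not called by edgeR, and DESeq2 called it lower at ZT5. AAEL003841 lay below the low-count filter throughout.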

Other observations

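The tests on the column headings of Supplementary file S5, on the library under 2 labels, on ZT13 without it and on pairs of close libraries were chosen after the values had been seen.

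The lower count at ZT13 may come from the library labelled KO ZT13 replicate 1. Without it the count rose from 2106 to 4099, while leaving out any other KO ZT13 library gave at most 2016. In a test set before its result was seen, the same library was put in place of KO replicate 1 at ZT1 and ZT5, and the counts fell from 5415 to 2179 and from 3611 to 1403. Thinning every library to 10670669 counts gave 4789, 2756, 3146 and 1688 genes from ZT1 to ZT13, so that depth does not account for the order. A difference with darkness or hour stays open: without the library, ZT13 lies above ZT5 (3611) and ZT9 (3869) and below ZT1 (5415), and the KO effect at ZT13 differed from the other time points in 16 genes.

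For each time point, 100 splits of the 12 libraries into 6 and 6 were compared, the real split included. Only 1 of 100 gave as many genes, the real split itself, at ZT1, at ZT5, at ZT9 and at ZT13, so that chance can be excluded. With the time labels shuffled within each genotype, 2 of 40 gave as many interaction genes as the 132 observed, the real labels included, and another shuffle reached 198. Chance cannot be excluded for the number of interaction genes. For rhythm, 1 of 40 shuffles gave as many rhythmic genes among 2000 drawn, the real labels themselves, with 882 against a median of 136 in the others, so that chance can be excluded for the number, while 491 in the highest shuffle shows how many the model choice can give without time.

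More genes were rhythmic in KO alone than in WT alone (1746 and 846). Without the library that carries 2 labels the numbers were 1446 and 870, so that this library accounts for part of the excess and not for all of it. A test of time within each genotype in edgeR goes the other way, with 1181 of 11921 genes called in KO and 1703 of 11982 in WT. It was run with all libraries only, so that it does not show whether its order rests on the library with 2 labels. The KO-specific genes of highest BIC weight times amplitude, AAEL027886, AAEL022749 and AAEL010461, had amplitudes of 8.83, 8.77 and 7.99 on the log2 scale. AAEL027886 had 0, 0 and 1 counts over the 6 KO libraries at ZT1, ZT5 and ZT9, and 86 at ZT13, where the library with 2 labels held 2.75 CPM.

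All 48 columns of Supplementary file S5, over the 1043 genes held here, equal a deposited library up to a factor (SD of the log2 ratio below 0.001), and 13 stand under the heading of the matching group. Of these, 1 column headed KO ZT13 matches only through the KO label of the library with 2 labels. The other columns headed KO ZT13 match WT ZT9 libraries. These stood between -0.0758 and 0.125 on the axis from WT to KO, and the KO ZT13 libraries under WT ZT5 headings between 0.770 and 1.01. These values argue against the headings as genotype labels for those libraries. With the deposited labels, 1746 genes were rhythmic in KO alone and 846 in WT alone, against 1748 and 848 in the paper. A candidate explanation is that the headings are out of order and the rhythm fit used the deposited labels. With the headings as labels, the same rhythm took 70.7% of the 3 classes, against 49.6% with the deposited labels and the paper's 49.5%.

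Several pairs of libraries within a group differed little. The median squared difference over counting error was 1.16 for KO ZT13 replicates 3 and 6, 1.64 for KO ZT1 replicates 1 and 4 and 2.15 for WT ZT1 replicates 2 and 4, against a median of 5.91 over 120 pairs. KO ZT5 replicates 3 and 5 lay between the first and second of these values. A ratio of 1.16 could come from 1 RNA pool made into 2 libraries or from similar pools, and these cannot be told apart because the labels give no batch. The libraries were kept apart. Every ratio lies above 1, which does not tell 1 pool from similar pools.

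Among the 924 genes called in the same direction at all 4 time points with a mean log2 CPM of at least 1, AAEL001690 and AAEL007601, a trypsin in the paper's Table S2, rose most in KO, with a mean log2 fold change of 1.92 and 1.80, and AAEL027184 and AAEL008678 fell most, with -2.42 and -2.09. Which genes fell most depends on the library labelled KO ZT13 replicate 1. Without the shared library in either group, a setting chosen after seeing the values, 1453 genes met the rule, AAEL023559 fell most, with -8.14, followed by AAEL027184 with -2.62, and AAEL001690 and AAEL007601 again rose most, with 1.96 and 1.82. Below that level of CPM, with all libraries, AAEL005621 rose by more, with a mean log2 fold change of 3.31. After Cyc, the lowest interaction p belonged to AAEL012089 (adjusted p = 9.46e-08), which at ZT13 had 26.9 ± 7.13 CPM in KO and 10.0 ± 1.32 CPM in WT.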
